# Heterogeneity of circulating CD4^+^CD8^+^ double-positive T cells characterized by scRNA-seq analysis and trajectory inference

**DOI:** 10.1038/s41598-022-18340-3

**Published:** 2022-08-18

**Authors:** Sung Min Choi, Hi Jung Park, Eun A Choi, Kyeong Cheon Jung, Jae Il Lee

**Keywords:** Computational biology and bioinformatics, Immunology

## Abstract

The frequency of CD4^+^CD8^+^ double-positive (DP) T cells is highly associated with a variety of diseases. Recently, we used high-throughput single-cell RNA sequencing to show that circulating DP T cells in cynomolgus monkeys comprise nine heterogeneous populations. To better understand the characteristics of DP T cells, we analyzed 7601 cells from a rhesus monkey and detected 14,459 genes. Rhesus monkey DP T cells comprised heterogeneous populations (naïve, Treg-, Tfh-, CCR9^+^ Th-, Th17-, Th2-, Eomes^+^ Tr1-, CTL-, PLZF^+^ innate- and Eomes^+^ innate-like cells) with multiple potential functions. We also identified two new subsets using aggregated scRNA-seq datasets from the rhesus and the cynomolgus monkey: CCR9^+^ Th-like cells expressing *ICAM2* and *ITGA1*, and PLZF^+^ innate-like cells that display innate-associated gene signatures such as *ZBTB16*, *TYROBP*, *MAP3K8*, and *KLRB1*. Trajectory inference of cell differentiation status showed that most DP T cells in the rhesus monkey were found in the mid-to-late pseudotime, whereas DP T cells from the cynomolgus monkey were found in early pseudotime. This suggests that DP T cells in rhesus monkeys may exhibit more diverse differentiation states than those in cynomolgus monkeys. Thus, scRNA-seq and trajectory inference identified a more diverse subset of the circulating DP T cells than originally thought.

## Introduction

Single-cell RNA sequence (scRNA-seq) profiling has enabled high-resolution mapping of cellular heterogeneity, development, and activation status in diverse immune systems^1,2^. Furthermore, trajectory inference has radically enhanced scRNA-seq research by enabling the study of dynamic changes in gene expression^3^. This approach can achieve a more detailed single-cell level characterization of a limited T cell subset present in peripheral blood.

Recently, we reported that CD4^+^CD8^+^ double-positive (DP) T cells from cynomolgus monkeys comprise nine heterogeneous cell populations^4^. Notably, we found that in terms of the presence of a substantial number of the naïve DP T cells expressing CD8*αα*, along with high expression of *PECAM1*(CD31; a thymic emigrant marker), this population might be one of the mature T cell lineages of thymic origin^4,5^. In addition, identification of Eomes^+^ innate-like cells also has important implications for the diverse functions and roles of DP T cells. These findings demonstrate that peripheral DP T cells may have regulatory properties^6^, or follicular helper^7^ or innate and adaptive functions^8^. Thus, the abundance of DP T cells in the blood and/or target organs supports their involvement in pathological processes.

Like CD4^+^ or CD8^+^ single-positive T cells, the frequency of CD4^+^CD8^+^ DP T cells is readily observed in peripheral blood, but their composition, activation status, and immunological significance are poorly understood. Here, we used the scRNA-seq and trajectory platforms to analyze the characteristics of DP T cells from a rhesus monkey, and compare their transcriptomic profiles with those of cells from the cynomolgus monkey.

## Results

### scRNA-seq analysis of CD4^+^CD8^+^ DP T cells

To analyze circulating CD4^+^CD8^+^ DP T cells, we first separated peripheral DP T cells from a healthy adult rhesus monkey using MACS microbeads. 

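The cells came from the blood of 1 rhesus monkey aged 6 years, so the data are 1 sample without biological replicates. Most T cells in blood carry either CD4 or CD8 on their surface, and DP T cells carry both. The sort took CD4+ cells with releasable magnetic beads and then took the CD8+ cells among them. In the sequencing assay, each cell shares a droplet with a bead whose barcode marks all of the cell's RNA copies. Every captured molecule also receives a unique molecular identifier (UMI), so that copies of the same molecule are counted once. A feature barcode is a DNA tag on an antibody, here against CD4 or CD8, and is counted in the same way, so its UMIs stand for protein on the surface. The authors mapped the reads to the Mmul_10 genome with Cell Ranger 3.1.0 and STAR 2.5.1b, and deposited raw UMI counts for 35432 genes and 2 tags in 7923 cell barcodes. These hold 32297887 gene UMIs, with a median of 3625 UMIs and 1279 genes per barcode. The CD4 tag has 3533968 UMIs and the CD8 tag 3868998.

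All values given for the rhesus monkey were computed from these counts. Expression of a group of cells is its summed UMIs of a gene scaled by its total UMIs (CPM), with an exact Poisson interval. A share of cells has an exact binomial (Clopper-Pearson) interval. Both are 95% intervals and cover counting error only, since cells of 1 animal are not replicates. For the same reason there are no p-values, no standard errors and no counts of changed genes. Where shares are compared across cells of different depth, each cell was also thinned, that is, redrawn at random to 2000 UMIs, and shallower cells were left out. The limits of the cell filter, the number of principal components (PCs), the resolution of clustering and the rule that names a cluster can all change the numbers.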

Isolated DP T cells were labeled with CD4 and CD8α feature barcodes (FB), also known as an antibody-derived tag (ADT). We then ran the 10 × Genomics single-cell RNA sequencing. 

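Genes were kept when at least 3 barcodes with 200 or more genes had a UMI. Barcodes were kept with 200 to 4000 genes and at most 20% mitochondrial UMIs, which are the limits stated in the methods. There were 33 barcodes with fewer genes, 14 with more genes and 305 above the mitochondrial limit, and some failed more than 1 limit. The mitochondrial UMIs were summed over 13 named genes and 2 features without a symbol, which hold 4.85% of all gene UMIs. These 2 were taken as mitochondrial because the deposited gene list places them among the mitochondrial genes. This was decided after the counts and the resulting number of cells had been seen, since no barcode exceeded the limit on the 13 named genes alone and 7876 cells would then remain. With both included, 7601 cells and 14459 genes remained, with 31003071 UMIs, a median of 3636 UMIs (quartiles 2965 and 4704) and 1282 genes per cell. A mitochondrial limit of 10% moved the cell count most, to 6769.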

After filtering, 14,459 genes were detected and analyzed from 7601 cells. 

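*CD3E*, which encodes the CD3 epsilon chain of the T cell receptor complex, lies on chromosome 14 of Mmul_10 from 111360597 to 111372178. A *CD3E* UMI was found in 96.2% of the 7601 cells (95.7 to 96.6), and the summed level was 1363 CPM. Thinning moved the share most, to 91.8% (91.1 to 92.4). When the cells were clustered finely into 25 groups, the lowest shares of cells with *CD3E* were 15.2% (5.11 to 31.9) in a group of 33 cells and 46.5% (39.1 to 54.0) in a group of 185 cells, and both were named B-like. Across all groups, 86 cells carried at least 3 UMIs of B cell genes and none of *CD3E*, *CD3D* or *CD3G*, and they served as background for the tags. The median CD4 FB was 381 UMIs per cell in all kept cells and 90 in the B gene cells, and the median CD8 FB was 335 against 139.5. The 90th percentile of the B gene cells was 191 UMIs for CD4 FB and 330.5 for CD8 FB. Above these levels lay 91.9% of all kept cells for CD4 FB and 50.5% for CD8 FB, and 47.8% lay above both.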

High expressions of *CD3E*, CD4 FB, and CD8 FB were identified in all clusters of sorted DP T cells. In contrast, the expression of *NCAM1* (CD56), *TRAV24* (TCRVα24-like), and *TRAJ18* (TCRjα18) associated with NK or NKT was very low or absent (Fig. 1a). That is, the analyzed cells are all CD4^+^CD8^+^ DP T cells.

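*NCAM1* had a UMI in 6 of the 7601 kept cells (0.0789%), whose median depth is 3636 UMIs, and in 0.0281% of thinned cells. No *NCAM1* UMI was found in the 86 B gene cells, with a median of 4121.5 UMIs, but so few cells allow a background share of up to 3.49%, so the level was not distinguishable from background. *TRAJ18* had 0 UMIs in all 7923 barcodes, which allows a share of up to 0.0379% of cells with a UMI. It was the only joining segment of the alpha chain among the features, so other joining segments were not measured by name. Whether the library can count a joining segment at all was thus not shown. No feature carries the name *TRAV24*. *TRAV10*, which in human nomenclature is the variable gene of the Vα24 chain, had a UMI in 248 kept cells, a share of 3.26% (2.87 to 3.69) and of 2.76% after thinning. Of these cells, 142 belonged to the class named PLZF+ innate-like below. Whether *TRAV10* is the feature that the paper shows as *TRAV24*-like was not tested. Among the 25 features named as alpha chain variable segments, 23 had UMIs.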

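The mRNA of the coreceptors was sparse at this depth. *CD4* (chromosome 11, 6953431 to 6986331) had a UMI in 47.5% of kept cells and in 29.0% after thinning. The B gene cells had one in 3.49%, at the median depth stated for them. *CD8A* (chromosome 13, 19092978 to 19100027) had a UMI in 38.1% of kept cells, in 23.7% after thinning, and in 6.98% of the B gene cells. *CD8B* was lower still, at 3.87% of kept cells, 2.28% after thinning and 1.16% of the B gene cells. From the expression of *CD3E* and both tags and the low NK and NKT genes, the paper concludes that all analyzed cells are DP T cells.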

**Figure 1:**
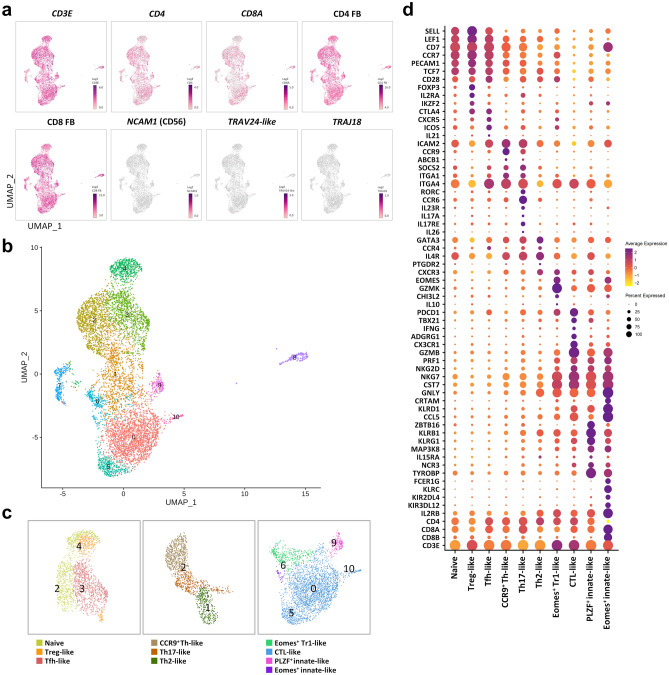
Single-cell RNA-seq analysis of CD4^+^CD8^+^ DP T cells from rhesus monkey. (**a**) UMAP of *CD3E*, *CD4*, *CD8A*, CD4 FB, CD8 FB, *NCAM1* (CD56), *TRAV24*-like (TCRVα24), and *TRAJ18* (TCRJα18) expression by CD4^+^CD8^+^ DP T cells. (**b**) UMAP representing the clusters of DP T cells from the rhesus monkey. The nearest neighbor algorithm on the Seurat analysis platform revealed 11 distinct clusters (numbered). After filtering, (**c**) ten cell types were defined according to expression of marker genes. The number in UMAP indicates the cluster number. Each color represents a defined DP T cell subset. (**d**) Dot plot showing expression of marker genes in DP T cell subsets. Color represents the average expression of the marker genes, and the dot size indicates the percentage of cells expressing the marker genes in the subsets.

### Heterogeneity within the CD4^+^CD8^+^ DP T cell population

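Counts were scaled to 10000 per cell and log-transformed, and 15 PCs of the 2000 most variable genes gave a graph that links each cell to its 20 nearest neighbours. The Louvain method, which groups cells that share many links, found 14 clusters at resolution 0.8, Seurat's default. The methods name significant PCs and standard settings for Seurat, and give no number for either the PCs or the resolution. The count ranged from 11 at resolution 0.4 to 17 at resolution 1.2 and with 30 PCs. It was 12 with 10 PCs, 13 with 1000 variable genes and 14 with 3000.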

The 11 clusters were identified using the nearest neighbor algorithm in the Seurat analysis platform (Fig. 1b). And then, ten cell types were classified based on differential expression and UMAP coordinates for specific marker genes (Fig. 1c and d, Supplementary Fig. S1a). 

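For cell types, the same graph was divided more finely, at resolution 2.0, and each cluster was named X-like from marker genes fixed before the data were examined. The rule that turns marker levels into names was set after the clusters had been seen. All 10 of the paper's cell types were found, and together they held 5114 cells, or 67.3% (66.2 to 68.3). The largest were CTL-like cells with 1755 cells (23.1%, 22.1 to 24.1) and naive cells with 1113 (14.6%, 13.9 to 15.5). CCR9+ Th-like cells numbered 631 (8.30%), Eomes+ Tr1-like cells 523 (6.88%), Th2-like cells 259 (3.41%) and Th17-like cells 241 (3.17%). There were 207 Treg-like (2.72%), 180 PLZF+ innate-like (2.37%) and 168 Tfh-like cells (2.21%). The Eomes+ innate-like class was the smallest, with 37 cells (0.487%, 0.343 to 0.670). Of the other cells, 2202 (29.0%) met no name, 218 (2.87%) were B-like and 67 (0.881%) were cycling. No cluster met the markers of monocytes, NK cells, platelets, red blood cells or plasmacytoid dendritic cells.

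Leaving the named genes out of clustering moved the Treg-like share from its main value to 7.00%. Cells were also redrawn 10 times from the profile of their subcluster, a part of a cluster, with the clusters left as they were. In every draw 7 classes kept their name. Naive cells kept it in 7 draws, Treg-like cells in 4 and Tfh-like cells in 2. These draws test the naming against counting error and not the clustering. From differential expression and UMAP coordinates of specific marker genes, the paper classifies the cells into 10 types.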

We found that clusters (comprising parts of clusters 2, 3, and 4) of a substantial number of single cells shared naïve cell gene signatures such as *SELL, LEF1*, *CD7*, *CCR7*, *PECAM1*, and *TCF7*. 

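*LEF1*, *CCR7* and *TCF7* were among the genes that named the naive class, so their levels in it are not independent evidence. *LEF1* lies on chromosome 5 from 106411810 to 106535836 and had 291 CPM (276 to 307) in naive cells. Its log2 fold over the other 9 classes was 1.88 (1.77 to 1.99). *CCR7* (1.78) and *TCF7* (1.22) were also higher, but *TCF7* was highest in Tfh-like cells. *CD7* and *PECAM1*, which the paper names and which were held out of the naming, had log2 folds of 1.61 (1.54 to 1.68) and 1.61 (1.47 to 1.75). *CD7* reached 669 CPM (646 to 693) in naive cells and its highest level in Eomes+ innate-like cells, and *PECAM1* was highest in naive cells at 171 CPM (160 to 184). *CD28*, also held out, had a smaller fold of 0.93 (0.75 to 1.11) and its highest level in Tfh-like cells. Clustering on 10 PCs moved the fold of *LEF1* most, to 1.00. Median CD8 FB was 266 UMIs in naive cells, and 44.3% of them lay above the B gene cells' 90th percentile, against 95.4% for CD4 FB. The share for CD8 FB was lower still in Eomes+ Tr1-like cells. Among naive cells it was 12.0% in a cluster of 457 naive cells led by *SOX4* and 66.8% in the other, of 656 cells, led by *PLK2*.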

To determine whether these cells differ from thymic immature DP T cells, we examined the expression of genes associated with stage markers. The immature DP stage markers *AQP3* and *SMPD3*^9^ were both absent (Supplementary Fig. S1b). 

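*AQP3* (chromosome 15, 50439978 to 50446352) had 25 UMIs in 22 of the kept cells, a share of 0.289% and of 0.0985% after thinning. *SMPD3* had 4 UMIs in 4 cells, or 0.0526% and 0.0422%. Neither gene had a UMI in the B gene cells, whose number allows a background well above these shares, so neither share was distinguishable from background at this depth.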

We found that part of cluster 3 and cluster 4 can be defined as Treg-like cells based on high differential expression of regulatory T cell-associated gene signatures *FOXP3*, *IL2RA*, *CTLA4*, and *IKZF2*^10^. 

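*FOXP3*, *IL2RA* and *IKZF2* named this class. *FOXP3* (chromosome X, 49238223 to 49257249) had 105 UMIs in Treg-like cells, or 85.4 CPM (69.8 to 103), and a log2 fold of 3.69 (3.30 to 4.07) over the other classes. Of these UMIs, 57 lay in 67 cells split from a naive cluster and 48 in the other 140 cells, whose fold was 2.91 (2.403 to 3.402). That naive cluster of 524 cells had 130 *FOXP3* UMIs before the split. More of them therefore stayed in its cells named naive, which count among the other classes, than went to the 67. Without such splitting, a setting chosen after the data had been seen, the fold moved most, to 2.40. The log2 folds of *IL2RA* and *IKZF2* were 2.73 and 2.07, and *IKZF2* was highest in Eomes+ innate-like cells. *CTLA4*, which was held out of the naming, had 91.9 CPM (75.7 to 110.5) against 18.9 CPM and a log2 fold of 2.28 (1.96 to 2.59). Its level was higher only in Tfh-like cells. Between 0.180% and 7.00% of cells were Treg-like across the settings of clustering.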

We also identified a cluster that could be defined as circulating follicular helper T-like cells. This cluster, the majority of cluster 3, showed high differential expression of genes *CXCR5*, *ICOS*, *PDCD1*, and *IL21*^11^, along with homing receptors *CCR7* and *SELL*^12^. 

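*CXCR5* (chromosome 14, 111946173 to 111958553), *ICOS*, *PDCD1* and *IL21* named this class. *CXCR5* had 17 UMIs in Tfh-like cells, with a log2 fold of 1.46 (0.65 to 2.17), and was higher in Treg-like cells. *ICOS* had 34 UMIs and a fold of 1.18 (0.64 to 1.69), and *IL21* had 6 UMIs and a fold of 4.59 (2.82 to 6.25). The level of *PDCD1* was 139 CPM (109.9 to 174) in Tfh-like cells and 128 CPM in the other classes, so that its fold of 0.12 (-0.23 to 0.44) does not exceed counting error. It was 0.67 at resolution 1.2, 0.79 with 10 PCs and 0.77 with 30 PCs, above that interval, and within it in the other settings. The other classes of this fold include CTL-like cells, which had the highest level of *PDCD1*. Tfh-like cells took place 3 among the 10 classes, and CCR9+ Th-like cells had 16.5 CPM (12.3 to 21.6). *CCR7* and *CTLA4* were held out of the naming. *CCR7* had 316 CPM (271 to 367) and a fold of 1.00 (0.77 to 1.22), and its level was highest in naive cells. When the 5% of cells with the highest doublet scores were left out, a setting chosen after the data had been seen, the class held 0.415% of cells. *CTLA4* had its highest level in this class, at 137 CPM (108 to 172).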

In a part of cluster 2, we found a distinct subset showing high expression of *CCR9* and *ICAM2*. 

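*CCR9*, *ICAM2* and *ITGA1* named the CCR9+ Th-like class. *CCR9* (chromosome 2, 101888276 to 101907994) had 475 UMIs in it, or 151 CPM (137 to 165), against 12.9 CPM in the other classes, a log2 fold of 3.54 (3.31 to 3.78). *ICAM2* had 277 CPM (259 to 296) against 111 CPM and a fold of 1.32 (1.21 to 1.44). Both genes were highest in this class. A *CCR9* UMI was found in 40.4% of its cells (23.4% thinned), with a median depth of 4784 UMIs, and in 3.49% of the B gene cells (2.53% thinned).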

We also identified genes (*ITGA1*, *ABCB1*^13^, and *ITGA4*.) associated with blood CCR9^+^ Th cells. Thus, these cells were denoted as CCR9^+^ Th-like cells. 

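*ABCB1* and *ITGA4* were held out of the naming. *ABCB1* had 15 UMIs in CCR9+ Th-like cells and 7 in all other classes, a log2 fold of 3.56 (2.18 to 5.10). *ITGA4* was widely expressed, with 623 CPM (595 to 651) against 477 CPM and a fold of 0.38 (0.31 to 0.46), and its level was higher in Tfh-like cells. *ITGA1*, a naming gene, had a fold of 1.44 (1.17 to 1.70) and was highest in Th17-like cells. *SOCS2*, not named in the paper's text, was also held out, and had a fold of 1.80 (1.53 to 2.06).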

Next, we identified differentially expressed genes by two clusters that showed gene signatures of helper T cell lineages. 

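*CCR6*, which lies on chromosome 4 from 3562138 to 3589217, *IL23R* and *IL17RE* were among the genes that named the Th17-like class. *CCR6* had 265 UMIs there and a log2 fold of 3.45 (3.21 to 3.68) over the other classes, which had 19.2 CPM. Clustering on 10 PCs moved this fold most, to 1.55. The folds of *IL23R* and *IL17RE* were 4.29 (3.49 to 5.10) and 2.37 (1.83 to 2.88), and all 3 genes were highest in this class. *IL17A*, held out of the naming, had 8 UMIs in these cells, a level of 6.32 CPM (2.73 to 12.5) and a fold of 3.02 (1.58 to 4.35). It had a higher level in Treg-like cells.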

*RORC*, *CCR6*, *IL23R*, *IL17A*, and *IL17RE*^10^ were highly expressed in part of cluster 2. 

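*GATA3* (chromosome 9, 9145130 to 9174939), *CCR4* and *PTGDR2* named the Th2-like class. *GATA3* had 152 CPM (129 to 177) there and a log2 fold of 1.15 (0.91 to 1.38) over the other classes. *CCR4* had a fold of 2.48 (1.98 to 2.95) but a higher level in Tfh-like cells, and *PTGDR2* rested on 4 UMIs, with a fold of 3.37 (1.15 to 5.35). *IL4R*, held out of the naming, was highest in Th2-like cells, with 210.2 CPM (184 to 239) against 101 CPM and a fold of 1.06 (0.86 to 1.26). The share of Th2-like cells fell to 0.276% with 10 PCs, and no cluster received this name at resolution 1.2.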

Part of cluster 1 exhibited high expression of Th2 cell-associated genes such as *GATA3*, *CCR4*, *IL4R*, and *PTGDR2*^10^. Considering these gene signatures, we defined some cells in clusters 1 and 2 as Th2-like cells and Th17-like cells, respectively. Cluster 6 showed genes signatures of Eomes^+^ type 1 regulatory T (Tr1)-like cells such as *EOMES*, *GZMK*, *CHI3L2*, *CST7*, and *NKG7*^14^, but the canonical Treg markers *IL2RA* and *FOXP3*^14^ were not identified. Given these findings, the majority of cells in cluster 6 were defined as Eomes^+^ Tr1-like cells. 

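*EOMES* (chromosome 2, 20018480 to 20025222), *GZMK* and *CHI3L2* named the Eomes+ Tr1-like class. The log2 folds of these genes over the other classes were 4.87 (4.53 to 5.22), 4.88 (4.79 to 4.97) and 3.28 (2.72 to 3.85). *CST7* and *NKG7*, held out of the naming, had 942 CPM (896 to 989) and 1321 CPM (1267 to 1377), with folds of 1.03 (0.96 to 1.11) and 0.69 (0.63 to 0.75). Both had higher levels in CTL-like and Eomes+ innate-like cells. *IL2RA* had 1 UMI in Tr1-like cells and a fold of -4.51 (-9.82 to -2.02). *FOXP3* had 0 UMIs in the class, with an exact Poisson interval that reaches 2.16 CPM, whereas the other classes together had 12.4 CPM (10.8 to 14.1).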

Next, we identified a large cluster (clusters 0, 5, and 10) in which a large number of single-cells shared similar gene markers associated with cytotoxic function, such as *GZMB*, *NKG7*, *CST7*, *CCL5*, *CX3CR1*, *KLRD1*, *PRF1*, *NKG2D*, and *ADGRG1*^15–18^. This cluster was defined as cytotoxic T lymphocyte (CTL)-like cells according to the differentially expressed gene signatures. 

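*GZMB* (chromosome 7, 86703929 to 86707259), *CX3CR1*, *ADGRG1* and *PRF1* named the CTL-like class. *GZMB* had 25756 UMIs in it, or 4283 CPM (4231 to 4335), and a log2 fold of 4.83 (4.77 to 4.89) over the other classes. The folds of *CX3CR1*, *ADGRG1* and *PRF1* were 5.57, 6.38 and 2.67, and *PRF1* was highest in Eomes+ innate-like cells. The 5 genes that the paper names here and that were held out of the naming were also higher. *CCL5* had the largest fold of these 5, at 3.27 (3.18 to 3.36), followed by *KLRD1* with 3.05 (2.89 to 3.20) and *NKG7* with 3.03 (2.98 to 3.08). *NKG2D* followed with 2.98 (2.78 to 3.18), and *CST7* had 2.84 (2.77 to 2.90). *IFNG* and *TBX21*, not named in the paper's text for these cells, were also held out and had larger folds, 4.15 (3.43 to 4.95) and 3.43 (3.11 to 3.76). *NKG7*, *CST7* and *NKG2D* were highest in this class, and *CCL5* and *KLRD1* in Eomes+ innate-like cells.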

Lastly, we found scRNA-seq data that could be divided into two distinct clusters (cluster 9 and part of cluster 6). Cluster 9 was characterized by exclusive and high expression of *ZBTB16*. In particular, this cluster also expressed high levels of *KLRB1, MAP3K8,* and *TYROBP,* which are known as innate-like markers^19–21^, along with *KLRG1* and *KLRD1.* By contrast, part of cluster 6, a very small subset, exhibited high expression of *EOMES*, suggesting a potential difference in function. 

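*ZBTB16*, which encodes PLZF, lies on chromosome 14 from 107205938 to 107403230. With *KLRB1* and *MAP3K8* it named the PLZF+ innate-like class. It had 121 UMIs there, or 165 CPM (137 to 197), against 4.79 CPM in the other classes, a log2 fold of 5.11 (4.71 to 5.51). A *ZBTB16* UMI was found in 49.4% of these cells (28.2% thinned), with a median of 3747 UMIs, and in 1.80% of naive cells (0.636% thinned), with a median of 4039 UMIs. The folds of *KLRB1* and *MAP3K8* were 2.99 and 2.62, and *MAP3K8* was highest in Eomes+ innate-like cells. Genes held out of the naming were higher as well. *TYROBP* had a fold of 4.13 (4.00 to 4.26), *KLRG1* of 2.47 (2.23 to 2.70) and *KLRD1* of 1.06 (0.79 to 1.31). *EOMES* had 153 CPM (135 to 173) in Eomes+ Tr1-like cells and 156 CPM (96.4 to 238) in Eomes+ innate-like cells.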

Within this cluster, the killer cell-like receptor (KLR) family (e.g., *KLRC* and *KLRB1*)^22^ and killer cell immunoglobulin-like receptor (KIR) family genes (e.g., *KIRD2DL4* and *KIR3DL12*)^23^ were expressed exclusively. Additionally, *IL2RB*, *NCR3*, *FCER1G*, and *TYROBP*, all of which are associated with innate-like function^23^, were also highly expressed. 

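*EOMES* and the KIR genes named the Eomes+ innate-like class, which is small, so its genes rest on few UMIs. *KIR2DL4* (chromosome 19, 54555078 to 54564341) had 6 UMIs in the class and 13 in the other 9 classes, a log2 fold of 6.13 (4.45 to 7.62). *KIR3DL12* had 11 against 18 UMIs and a fold of 6.53 (5.30 to 7.69). Over all kept cells these genes had 28 and 36 UMIs. The KIR genes are a family of near copies, so reads may have been divided among them. *KLRB1* (chromosome 11, 10090828 to 10103486) was held out here and had 601 CPM (477 to 747) and a fold of 2.14 (1.80 to 2.46), but its level was higher, at 887 CPM (820.5 to 958), in PLZF+ innate-like cells. No feature could be matched to *KLRC* by name.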

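These 4 genes were held out of the naming of the Eomes+ innate-like class. *FCER1G* had 23 UMIs in it and 3 in the other 9 classes, a log2 fold of 10.18 (8.45 to 12.56). Over all kept cells it had 148 UMIs, so most of them lay outside the 10 classes. Leaving out the highest doublet scores, a setting chosen after the data had been seen, moved this fold most, to 5.00. *TYROBP* had 1016 CPM (853 to 1201) and a fold of 3.51 (3.25 to 3.76). *IL2RB* had 579 CPM (457 to 722), a fold of 2.72 (2.37 to 3.04) and its highest level in this class. *NCR3* rested on 8 UMIs, with a fold of 1.38 (0.16 to 2.37).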

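The tags differed between classes. Of the 10 classes, Eomes+ Tr1-like cells had the lowest CD8 FB, with a median of 240 UMIs and 35.0% of cells (30.9 to 39.2) above the B gene cells' 90th percentile. In PLZF+ innate-like cells the medians were 399 UMIs for CD4 FB and 445 for CD8 FB. In Eomes+ innate-like cells the median CD4 FB was 67 UMIs, and 5.41% of the cells lay above the B gene cells' 90th percentile for CD4 FB. Their median CD8 FB was 1090 UMIs. The level of *CD4* in these cells was 7.42 CPM (0.188 to 41.3), from 1 UMI, and *CD8A* and *CD8B* had 489.6 CPM (379 to 623) and 297 CPM (212 to 404). *CD3E* had 1484 CPM (1285 to 1704).

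**Figure D1:**
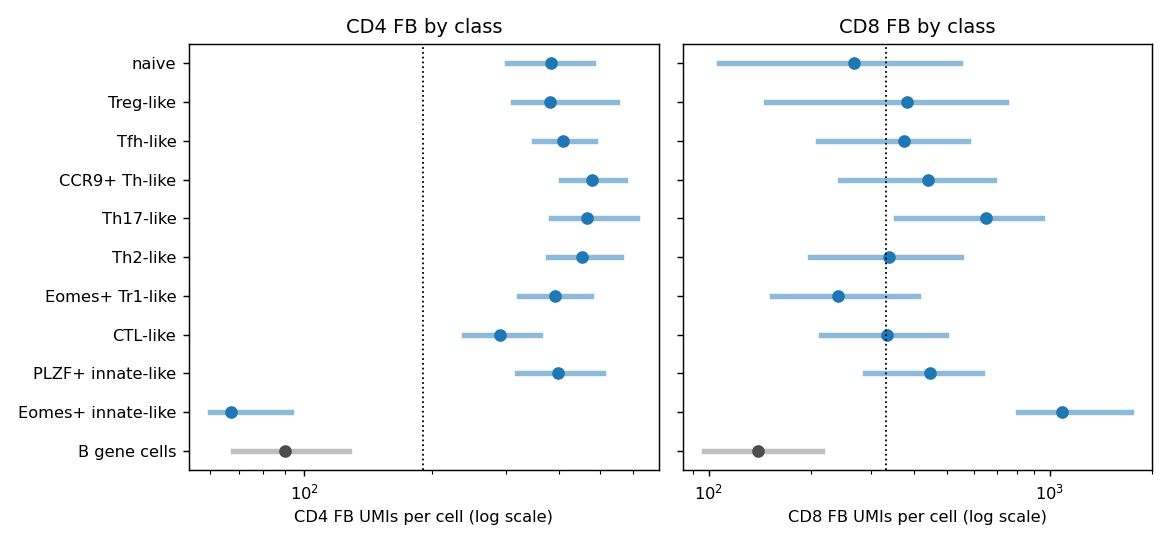
CD4 FB (left) and CD8 FB (right) in UMIs per cell, on log axes, for the 10 cell classes and the B gene cells. Points are medians over cells, bars span the quartiles, and dotted lines mark the 90th percentile of the B gene cells, 191 UMIs for CD4 FB and 330.5 for CD8 FB.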

Based on these gene signatures, we defined cluster 9 and the part of cluster 6 as PLZF^+^ innate- and Eomes^+^ innate-like cells, respectively.

### Analysis of aggregated scRNA-seq data from the rhesus and a cynomolgus monkey

To investigate differences in DP T cell clustering by differentially expressed genes between the two monkeys, we integrated two scRNA-seq datasets from the rhesus monkey and a cynomolgus monkey using anchors and a canonical correlation analysis method. Single-cell data from the cynomolgus monkey were obtained from previously reported datasets^4^. After filtering, we analyzed 16,434 cells and identified 15,808 genes. Fourteen clusters were identified in the aggregated data using the nearest neighbor algorithm of Seurat analysis (Supplementary Fig. S2a). And then, ten cell subtypes were defined in the rhesus monkey (Fig. 2a) and eight cell subtypes in the cynomolgus monkey (Fig. 2b) based on UMAP coordinates and differential expression of specific marker genes between the identified clusters. Analysis of differentially expressed genes in each cluster revealed that eight cell subtypes were the same in both monkeys: naïve cells, Treg-, Tfh-, Th2-, Th17-, Eomes^+^ Tr1-, CTL-, and Eomes^+^ innate-like cells. A volcano plot (Fig. 2c) of the differentially expressed genes revealed that the rhesus monkey showed high expression of differentiation- or effector cell-associated genes such as *GZMB*, *KLRG1*, *KLRD1*, *MKI67*, *ITGB1*, *PDCD1*, and *CCR9*. By contrast, the cynomolgus monkey showed high expression of naïve- or regulatory T cell-associated genes such as *LEF1*, *TCF7*, *CCR7*, *PECAM1*, *IKZF2*, and *FOXP3*.

**Figure 2:**
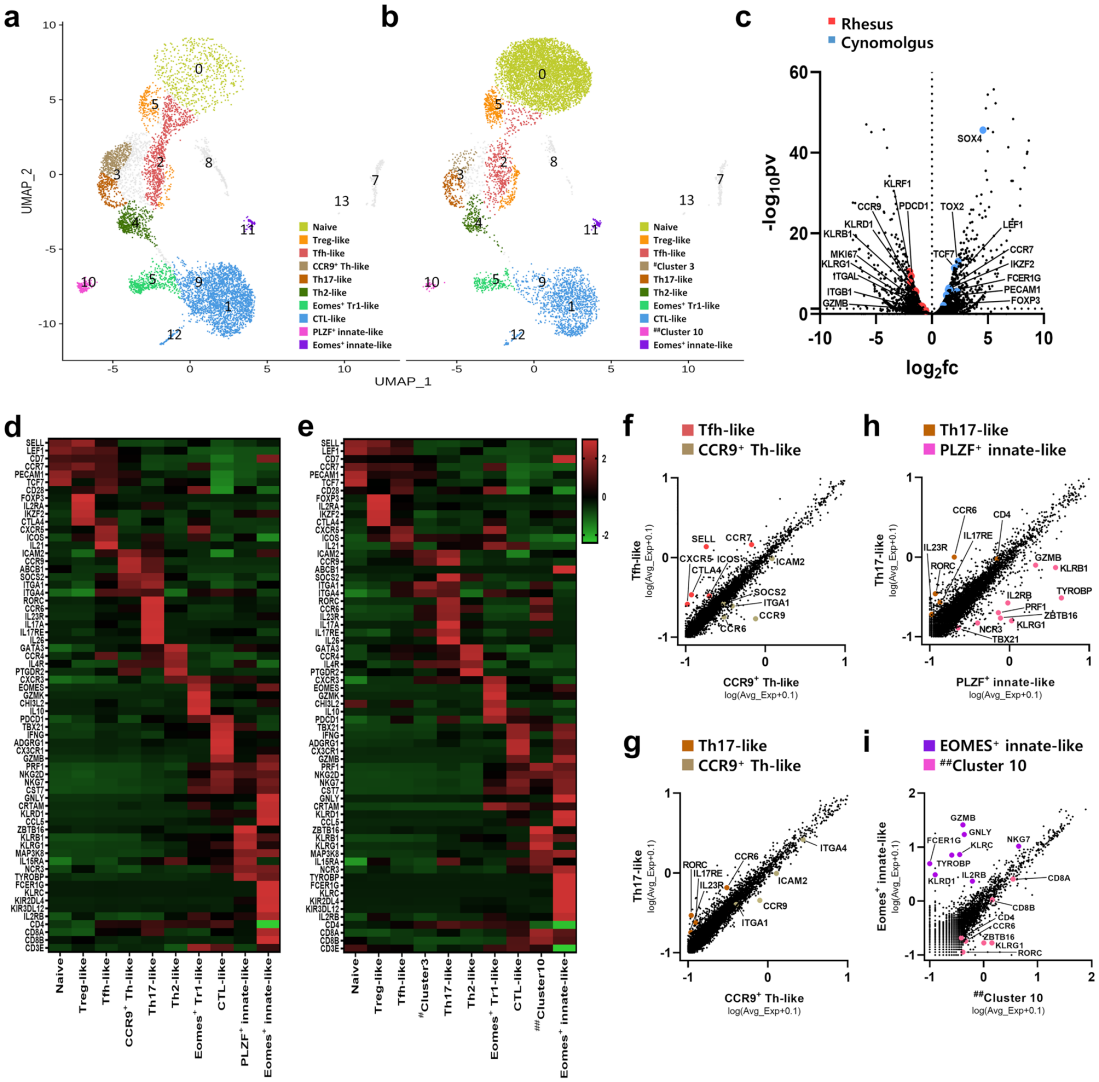
(**a, b**) Transcriptome-based clustering of an aggregated dataset for DP T cells from the rhesus and a cynomolgus monkey. For DP T cells from the cynomolgus monkey, data published by Choi et al. ^4^ were used. Fourteen distinct clusters (numbered) were identified among aggregated DP T cells from the two monkeys, and the UMAP is shown for each DP T cell from (**a**) the rhesus and (**b**) a cynomolgus monkey. Each color represents the defined DP T cell subset. (**c**) Volcano plot showing the log(fold change) and -log(*p*-values) for differentially expressed genes between DP T cells from the rhesus and the cynomolgus monkey. The dotted horizontal line represents a *P*-value of 0.05. (**d, e**) Heatmap showing relative expression of marker genes representing the cell types defined by the aggregated DP T cell data from (**d**) the rhesus and (**e**) a cynomolgus monkey; shown are the Z-scores obtained by differentially expressed gene analysis of all defined cell types. (**f–i**) Scatter plot of differentially expressed genes expressed by two DP T subtypes. (f) Tfh-like cells *vs.* CCR9^+^ Th-like in the rhesus monkey. (g) Th17-like cells *vs.* CCR9^+^ Th-like in the rhesus monkey. (h) Th17-like cells *vs.* PLZF^+^ innate-like in the rhesus monkey. (**i**) Eomes^+^ innate-like cells *vs.* ^##^cluster 10 (*ZBTB16*-expressing cells) in the cynomolgus monkey. All plots were generated using GraphPad Prism 8.0.2.

Most of the biomarker genes defining each cluster were similar in both monkeys; however, two cell subsets in the rhesus monkey differed from those in the cynomolgus monkey (Fig. 2d, e). First, a subset of CCR9^+^ Th-like cells that predominantly express *CCR9* was characterized by high expression of *ICAM2*, which plays a role in lymphocyte homing and recirculation^24^. The CCR9^+^ Th-like cells are distinguishable from Tfh-like cells due to low expression of *CXCR5* and *ICOS* (Fig. 2f), and also differ from Th17-like cells due to low expression of *RORC* and *CCR6* (Fig. 2g). 

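The cynomolgus cells of the aggregated data were not used here, and the rhesus classes were compared with each other. *CXCR5* had 9 UMIs (2.85 CPM) in CCR9+ Th-like cells against 30.7 CPM in Tfh-like cells, a log2 ratio of -3.43 (-4.78 to -2.18). *ICOS* had 24.1 CPM (19.0 to 30.2) against 61.5 CPM (42.6 to 85.9), a ratio of -1.35 (-1.95 to -0.72). Against Th17-like cells, *CCR6* had 43.1 CPM (36.2 to 51.0) against 209 CPM (185 to 236), a ratio of -2.28 (-2.59 to -1.98). *CXCR5* and *ICOS* named the Tfh-like class and *CCR6* the Th17-like class, so low levels elsewhere follow in part from the naming. Clustering on 10 PCs moved the ratio of *CCR6* most, to -0.06. *CCR9* itself had a ratio of 2.21 over Tfh-like and 0.68 (0.39 to 0.98) over Th17-like cells. The paper states that low expression of these genes distinguishes CCR9+ Th-like cells from both classes.

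Among genes with at least 50 UMIs in the higher class, the 5 with the largest rise over Tfh-like cells were *HOPX*, *STX3*, *GNLY*, *SFRP5* and *IL4R*. The 5 with the largest fall were *CXCL13*, *OTUD5*, *CTLA4*, *SGK1* and *SERPINA1*. Against Th17-like cells, *CSF1*, *TGFBR3*, *ITGB1*, *CCR6* and *LMNA* fell most.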

Second, the gene signatures of cluster 10 of the rhesus monkey, which expressed *ZBTB16* exclusively, were distinct from those of the cynomolgus monkey. That is, we found that cluster 10 in the rhesus monkey expressed biomarker genes such as *KLRB1, KLRG1, MAP3K8, TYROBP,* and *ZBTB16,* which are known as innate-like markers^19,20^, along with high *CD8A* expression (Supplementary Fig. S2b). Furthermore, the gene signature of this cluster differs from that of Th17-like cells in that it shows high expression of *IL2RB*, *NCR3*, *TBX21*, *PRF1*, *TYROBP*, and *GZMB* (Fig. 2h). By contrast, the *ZBTB16*-expressing cell cluster (^##^cluster 10), which is a very small population in the cynomolgus monkey, showed the gene signature *RORC*, *CCR6*, *IL23R*, and *IL17RE,* with high expression of *CD8A* and *CD8B* (Fig. 2e,i). Thus, these cells are similar to a Th17-like cell subset rather than an innate-like cell subset in the cynomolgus monkey.

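*CD8A* had 114 UMIs in PLZF+ innate-like cells, or 156 CPM (128 to 187), against 178 CPM in the other 9 classes, a log2 fold of -0.19 (-0.48 to 0.08). The level lay at place 7 among the 10 classes, and Eomes+ innate-like cells had the highest. *CD8B* had 3 UMIs and a fold of -2.12 (-4.40 to -0.56). A *CD8A* UMI was found in 40.0% of these cells (22.6% thinned) and in 6.98% of the B gene cells (2.53% thinned).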

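Against Th17-like cells, all 6 genes were higher in PLZF+ innate-like cells. *TYROBP* had 1051 CPM (978 to 1128) against 34.0 CPM (24.6 to 45.8), a log2 ratio of 4.95 (4.51 to 5.43). *GZMB* had 709.9 CPM (650.2 to 774) against 30.0 CPM (21.3 to 41.2) and a ratio of 4.56 (4.09 to 5.08). The ratio was 3.88 (3.07 to 4.79) for *PRF1* and 3.70 (2.63 to 4.97) for *NCR3*. It was 3.01 (1.71 to 4.57) for *TBX21*, which had 28 against 6 UMIs, and 2.94 (2.41 to 3.52) for *IL2RB*. The ratio of *GZMB* moved most, to 2.86, when the named genes were left out of clustering. None of the 6 genes named either class.

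**Figure D2:**
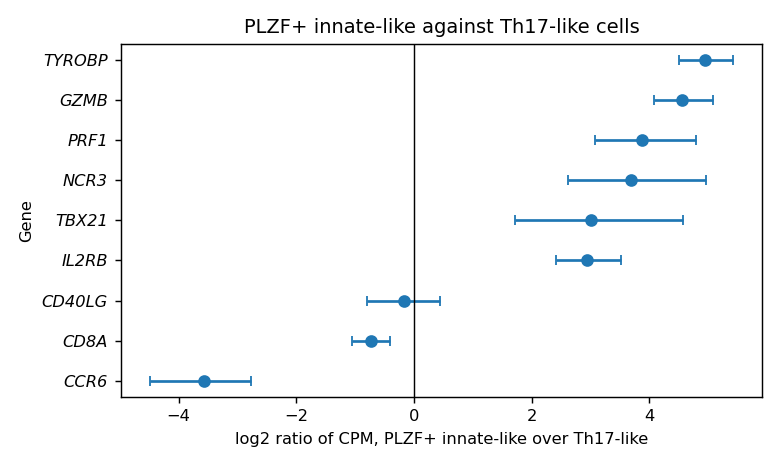
Log2 ratio of CPM in PLZF+ innate-like over Th17-like cells for 9 genes. Points are ratios of summed counts and bars are 95% intervals for counting error only, with *TYROBP* highest at 4.95 and *CCR6* lowest at -3.56.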

### Cell state transitions of circulating DP T cells

The cell state transitions of DP T cells were expressed as a trajectory graph based on the changes in the analyzed gene signature of DP T cells. To better understand the differentiation of DP T cells, we constructed single-cell trajectories using Monocle 3 (version 0.1.2); all aggregated data from DP T cells were assessed using these trajectories based on changes in the transcriptomes. Most DP T cells from the rhesus monkey were allocated to the mid-to-late pseudotime (Fig. 3a), whereas those from the cynomolgus monkey were allocated to an early pseudotime corresponding to naïve T cells (Fig. 3b). 

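Pseudotime orders cells by how far their expression lies from that of a chosen start. Here it was computed for the 4897 rhesus cells of the 10 classes without both innate-like ones, as diffusion pseudotime from a naive cell. The cynomolgus cells were not used here and Monocle 3 was not run. When the range of pseudotime was divided into 3 equal parts, 2621 cells lay in the first, 171 in the middle and 2105 in the last. The share after the first part was 46.5% (45.1 to 47.9). In these classes it follows the class sizes, since all CTL-like and 99.6% of Eomes+ Tr1-like cells lay after the first part and none of the other classes did. The 2202 unnamed cells are left out of it. With them included, an alternative chosen after the data had been seen, the share moved most, to 92.6% (91.9 to 93.2), and 59.1% of naive cells then lay after the first part. The medians on a scale from 0 to 1 were 0.154 in naive, 0.709 in Eomes+ Tr1-like and 0.907 in CTL-like cells, and between 0.191 and 0.218 in the other 5 classes. CTL-like cells made up 83.4% of the last part. The paper states that most rhesus cells lie at mid-to-late pseudotime in the aggregated data.

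**Figure D3:**
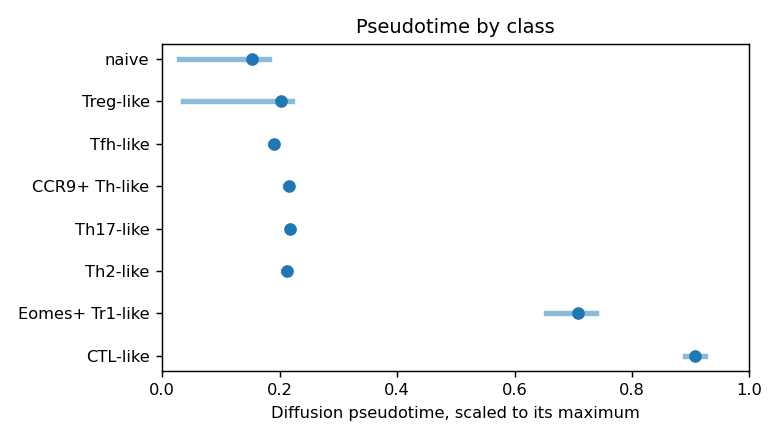
Diffusion pseudotime of rhesus cells by class, scaled so that the largest value is 1. Points are medians over cells and bars span the quartiles, with CTL-like cells at 0.907 and naive cells at 0.154.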

Interestingly, we found that CCR9^+^ Th-like cluster in the rhesus monkey formed a distinct branch in the trajectory map, despite their close relationship with neighboring Tfh- and Th17-like clusters. This branch of the CCR9^+^ cluster was not observed in the cynomolgus monkey, suggesting that CCR9^+^ Th-like cells are a specific subtype of circulating DP T cells in the rhesus monkey. Next, genes related to T cell differentiation whose expression changed significantly over pseudotime were selected. 

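Genes were ranked by the size of the difference in mean log-normalized expression between the last and the first part of pseudotime in the rhesus cells. *GZMB* had rank 1, with a difference of 3.19, *NKG7* rank 2 (2.74) and *CST7* rank 3 (2.27). *CCL5* had rank 9 (1.41) and *GNLY* rank 13 (1.23). All 5 genes therefore lay among the 20 with the largest differences. Rank 4 was *S100A4*, which rose, and rank 5 was *LTB*, which fell by 2.07. With the 5 cytotoxic genes left out of the PCs, *CST7* moved to rank 4 and the other 4 kept their rank. With the unnamed cells included, 4 of the 5 lay among the 20, and *CCL5* moved to rank 29. The parts nearly follow the classes, and *GZMB* named the CTL-like class, so its rise in part restates the naming. The other 4 genes did not name that class, but the last and the first part hold mostly different classes.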

Most genes exhibiting a large transition in the rhesus monkey were cytotoxic-related genes such as *GZMB*, *GNLY*^17^, *CST7*^25^, *NKG7*^26^, and *CCL5*^27^ (Fig. 3c). A substantial number of single cells expressing these genes were allocated to the mid-to-late pseudotime; therefore, they differed from the transitions seen at a late pseudotime in the cynomolgus monkey (Fig. 3d). Given the expression patterns of these effector-related genes and their trajectory inferences, DP T cells from the rhesus monkey show a more diverse differentiation status than those from the cynomolgus monkey.

**Figure 3:**
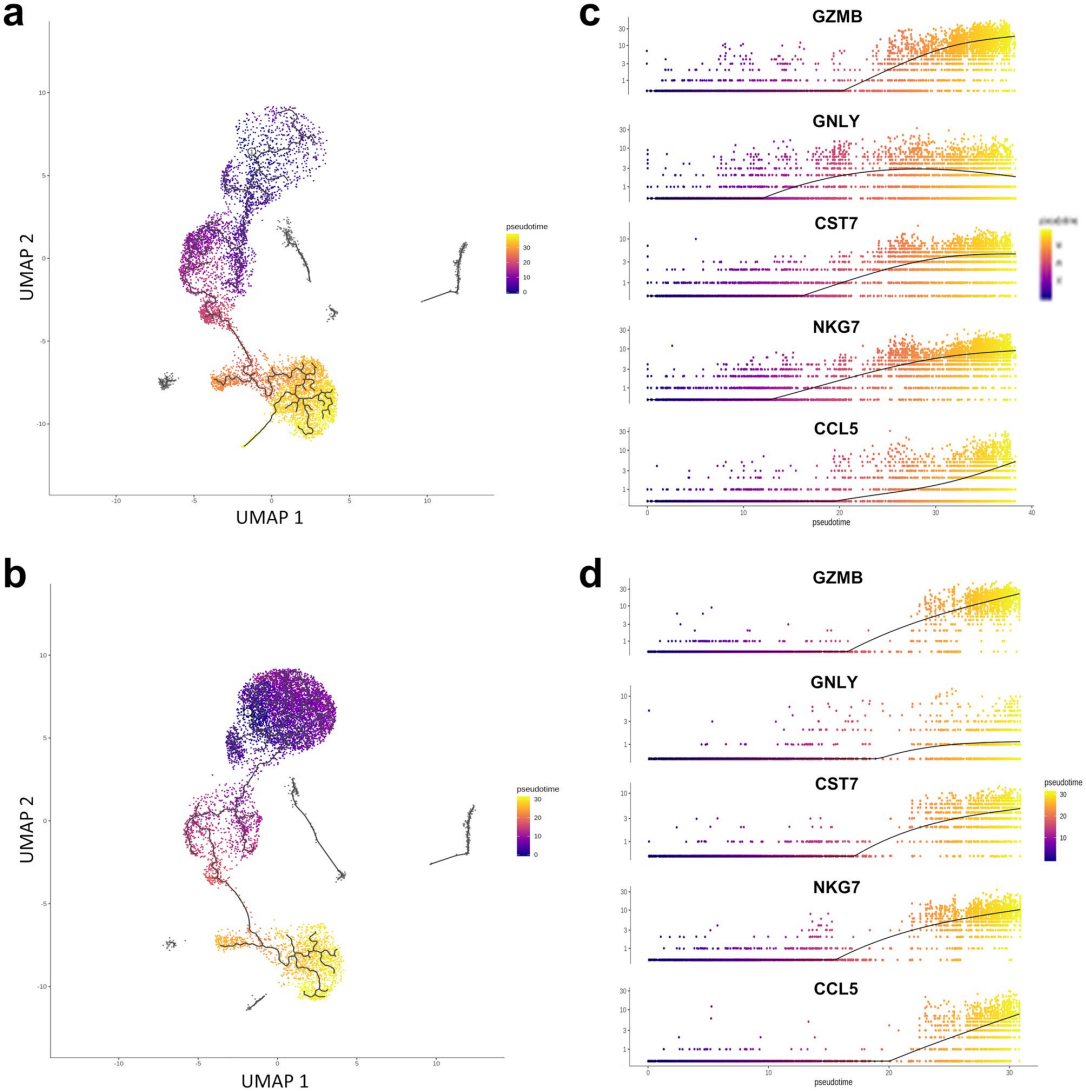
(**a, b**) UMAP visualizing the pseudotime trajectory of the aggregated dataset for DP T cells from (**a**) the rhesus and (**b**) a cynomolgus monkey. Black lines on the UMAP represent the trajectory graph. (**c, d**) Spline plots representing expression of genes with large transitions along the pseudotime in (**c**) the rhesus monkey and (**d**) the cynomolgus monkey. All plots were generated using Monocle3 0.1.2.

### Characteristics of the cell populations expressing ZBTB16

To better understand the characteristics of the cell subsets we identified, we next focused on how the distinct cell subsets are related. 

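For the rhesus monkey, the Louvain method was applied to a graph of 20 neighbours in the 2-dimensional UMAP, the map in which cells with similar expression lie close together. It gave 29 clusters of 54 to 412 cells. With 15 neighbours there were 31 clusters and with 30 neighbours 24. The count moved most when 15 PCs replaced the UMAP, to 13 clusters. The cynomolgus cells were not used here.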

The number of clusters detected by the Louvain algorithm was 38 in the rhesus monkey (Supplementary Fig. S3a) and 44 in the cynomolgus monkey (Supplementary Fig. S3b). We found that many clusters in the rhesus monkey comprised mainly helper and cytotoxic cell populations, in contrast to those in the cynomolgus monkey that mostly comprised naïve cell populations. This implies that we are able to identify more diverse cell subtypes of DP T cells in the rhesus monkey than in the cynomolgus monkey.

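Of the 29 clusters, 14 held a majority of cells of a helper, regulatory or CTL-like class. CTL-like cells were the majority in 7, CCR9+ Th-like and Eomes+ Tr1-like cells in 2 each, and Tfh-, Th17- and Th2-like cells in 1 each. Naive cells were the majority in 3. Unnamed cells led 7 clusters, B-like, cycling and PLZF+ innate-like cells led 1 each, and 2 had no majority. A helper, regulatory or CTL-like majority was held by 14 of 31 clusters with 15 neighbours and 11 of 24 with 30 neighbours. With 15 PCs in place of the UMAP it was held by 4 of 13. The paper states that many rhesus clusters comprised mainly helper and cytotoxic cells.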

Interestingly, clusters expressing *ZBTB16* showed sharply different characteristics between the two monkeys. That is, the cluster highly expressing *ZBTB16* in rhesus DP T cells is a well-defined subset and characterized by high expression of innate-like gene signatures such as *TYROBP*, *GZMB*, *GNLY*, *KLRD1*, and *MAP3K8* (Fig. 4a,c). In contrast, the *ZBTB16*^+^ cluster (^##^cluster 10) of cynomolgus DP T cells was a relatively small population, and exhibited high expression of Th17-associated gene signatures such as *RORC*, *RORA*, *CCR6*, and *IL23R* (Fig. 4b, c).

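Of the PLZF+ innate-like cells, 93.9% fell into 1 cluster of 193 cells and made up 87.6% of it. Against the CTL-like class, the log2 ratio of *TYROBP* in these cells was 3.59 and that of *GNLY* 0.06 (-0.09 to 0.20). *KLRD1* had a ratio of -0.40 and *GZMB* of -2.59. Against the other 9 classes together, the fold of *GNLY* was 0.83 (0.68 to 0.97) and that of *GZMB* -0.96 (-1.09 to -0.84). CTL-like cells hold most of the *GZMB* UMIs. The cynomolgus cluster, with which the paper's figure compares these genes, was not used here.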

**Figure 4:**
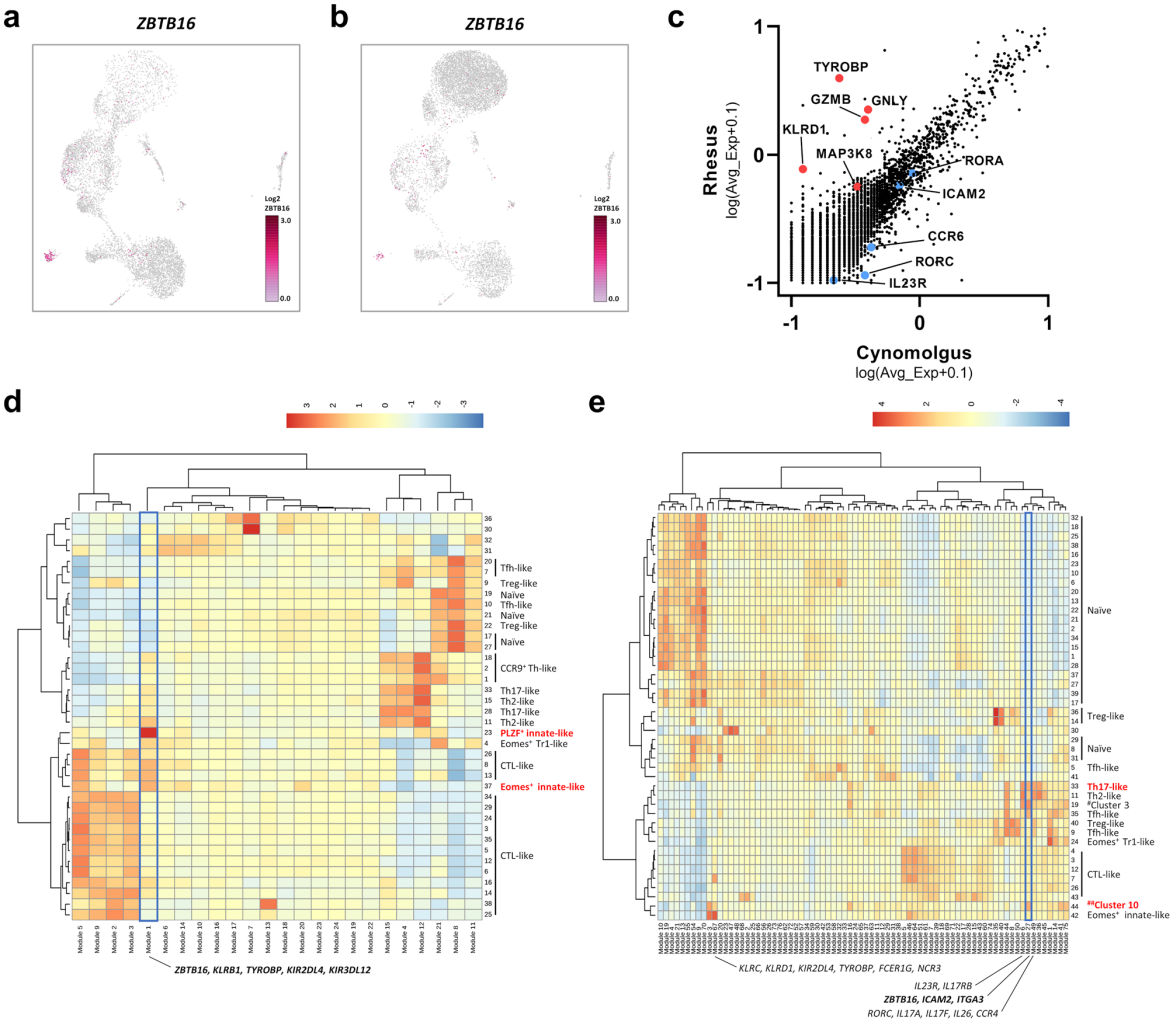
(**a, b**) UMAP representing the expression of *ZBTB16* (PLZF) in (**a**) the rhesus monkey and (**b**) the cynomolgus monkey. (**c**) Scatter plot showing differentially expressed genes between *ZBTB16*^+^ clusters from the rhesus and the cynomolgus monkey. (**d**) Heatmap showing aggregate expression of all genes in each module across all clusters detected in the rhesus monkey. (**e**) Heatmap showing aggregate expression of all genes in each module across all clusters detected in the cynomolgus monkey. The cluster number and the defined cell subset corresponding to each cluster are shown on the right side of the heatmap. Representative genes corresponding to the module are shown below the heatmap. Scatter plots were generated using GraphPad Prism 8.0.2. and heatmaps were generated using Monocle3 0.1.2.

According to the co-regulated gene modules identified by Louvain community analysis, the *ZBTB16*-expressing cell population in the rhesus monkey clearly showed characteristics of innate-associated cells (Fig. 4d). That is, the cluster (23) expressing high *ZBTB16* levels also had a high expression score for module 1, which contains innate-related gene signatures such as *KLRB1*, *KIR2DL4*, *KIR3DL12*, and *TYROBP*. Furthermore, we found that two clusters (23 and 37) corresponding to PLZF^+^ innate-like cells and Eomes^+^ innate-like cells, respectively, were not only closely related to each other, but also exhibited much higher expression scores in module 1 than the other clusters. This was not the case in the cynomolgus monkey. In this monkey, the *ZBTB16*^+^ cell cluster (44) was closely related to the Eomes^+^ innate-like cell cluster (42), but the *ZBTB16*^+^ cell cluster exhibited low expression of module 67 associated with innate-like gene signatures (e.g., *KLRC*, *KLRD1*, *KIR2DL4*, *TYROBP*, *FCER1G*, and *NCR3*). 

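The UMIs of *KLRB1*, *KIR2DL4*, *KIR3DL12* and *TYROBP* were summed per class in place of the module score, whose full gene list was not used here. PLZF+ innate-like cells had the highest sum, with 1949.6 CPM (1849.8 to 2053), nearly all of it from *KLRB1* and *TYROBP*. *KLRB1* named this class and the KIR genes named the Eomes+ innate-like class, so high sums there follow in part from the naming. The KIR genes alone summed to 10.9 CPM (4.72 to 21.5) in PLZF+ innate-like cells and to 126 CPM (73.5 to 202) in Eomes+ innate-like cells.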

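The same sum was 1743 CPM (1527 to 1981) in Eomes+ innate-like cells, followed by 437 CPM in Eomes+ Tr1-like and 278 CPM in CTL-like cells. Similarity between classes was measured as Pearson's r of log2(CPM + 10) across 14459 genes, which are not independent replicates. The correlation with PLZF+ innate-like cells was highest for Eomes+ Tr1-like cells, at 0.975, and lowest for Eomes+ innate-like cells, at 0.920. The latter class has the fewest UMIs of the 10. With every class thinned to the 134806 UMIs of that class in 20 draws, an alternative chosen after the data had been seen, its median r was 0.887 and it took place 4 of 9. Eomes+ Tr1-like cells stayed at place 1, with 0.901. The paper states from the modules that its 2 clusters are closely related to each other.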

Rather, the *ZBTB16*^+^ cell cluster showed high expression of module 27, including *ZBTB16*, *ICAM2*, and *ITGA3* (Fig. 4e), which is closely related to Th17-associated gene modules 6 and 49 (e.g., *RORC*, *IL17A*, and *IL23R*). Taken together, the data suggest that the PLZF^+^ innate-like cell subtype identified in the rhesus monkey showed gene signatures clearly distinct from those of other subsets with helper functions.

## Discussion

The data presented here demonstrate that circulating DP T cells from a rhesus monkey comprise heterogeneous populations with various characteristics. Compared with conventional single-positive T cells, DP T cells exhibit diverse features, including helper-, regulatory-, cytotoxic-, and innate-like roles. In this study, scRNA aggregation analysis based on scRNA-seq data from one rhesus and one cynomolgus monkey showed that the composition of circulating DP T cells in rhesus monkey is distinctly different from that in cynomolgus monkeys^4^. That is, we identified CCR9^+^ Th-like and PLZF^+^ innate-like cells in the rhesus monkey, two distinct subsets that were not revealed by previous scRNA-seq analysis of DP T cells from cynomolgus monkey.

CCR9^+^ Th cells, which comprise only a small fraction of CD4^+^ T cells in the lymphoid tissues and circulation of healthy mice and humans^28^, are a subset of T cells that migrate selectively to the gastrointestinal tract (GIT) and predominately express CCR9^29,30^. CCR9^+^ Th cells, which migrate to the GIT or pancreas via CCR9 and play an important role in inflammatory disease, show similar phenotypes to Tfh and Th17 cells and are often found at the site of inflammation as these cells^31^. That is, CCR9^+^ Th cells are similar to Tfh cells that produce IL-21, migrate to the GIT, and provide help to CD8^+^ T cells during the development of inflammatory diseases^31^. They also show characteristics similar to those of Th17 cells that secrete inflammatory cytokines such as IL-17, IL-21, and IL-22 and are involved in inflammatory diseases^28^. Thus, CCR9^+^ Th cells may contribute to the regional characteristics of organ-specific autoimmune diseases^31^. ICAM-2, which is highly expressed in this cluster, is readily detected on T and B cells from humans and rhesus monkeys^32^, and is implicated in lymphocyte homing and recirculation^24^. ICAM-2 may play a central role in the initial interaction between lymphocytes and antigen-presenting cells in that resting T lymphocytes express ICAM-2 but minimal levels of ICAM-1^33^. Thus, the CCR9^+^ Th-like cells we identified seem to play a crucial role in adaptive immunity associated with intestinal inflammation.

Additionally, identification of PLZF^+^ innate-like cells based on expression of *KLRG1*, *MAP3K8*, and *TYROBP* may reveal another type of unconventional T cell because these cells also express high levels of *KLRB1* and *ZBTB16*, both of which are hallmarks of innate lymphocytes^19,20^. A recent study reporting bulk scRNA-seq analysis of human thymus tissue showed that PLZF is highly expressed by a variety of unconventional T cells, including NKT-like cells and Th17-like cells^9^. However, the PLZF^+^ innate-like cell cluster we identified did not express the Th17-like cell-associated genes *RORC*, *CD40LG*, and *CCR6*, despite showing high expression of *ZBTB16* and *KLRB1*. 

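*CCR6* had 13 UMIs in PLZF+ innate-like cells, or 17.7 CPM (9.45 to 30.3), and a log2 ratio of -3.56 (-4.49 to -2.76) to Th17-like cells. A *CCR6* UMI was found in 5.00% of the cells (2.26% thinned, 0.619 to 5.68) and in 0.171% of CTL-like cells (0.117% thinned, 0.0142 to 0.421), with a median of 3220 UMIs. *CD40LG* (chromosome X, 132757121 to 132768518) had 35 UMIs, or 47.8 CPM (33.3 to 66.5), and a ratio of -0.17 (-0.80 to 0.44) to Th17-like cells, which had 53.8 CPM (41.7 to 68.1). It had a UMI in 16.7% of the PLZF+ innate-like cells (11.9% thinned) and in none of the 86 B gene cells, which allows up to 3.49%.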

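*IL2RB* had 213 CPM (181 to 249) in PLZF+ innate-like cells against 86.7 CPM in the other 9 classes, a log2 fold of 1.30 (1.05 to 1.53). *IL15RA* (chromosome 9, 7117792 to 7152250) had 9 UMIs, or 12.3 CPM (5.62 to 23.3), and a fold of 1.23 (0.06 to 2.21). It had a UMI in 5.00% of the cells (2.82% thinned) and in 5.81% of the B gene cells (2.53% thinned), so its share was not distinguishable from that of the B gene cells.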

Rather, given that PLZF^+^ innate-like cells in the rhesus monkey express high *IL2RB*, *IL15RA*, and CD8αα, this population may be similar to unconventional PLZF^+^CD8αα^+^ cells, which depend on IL-15 signaling for development and survival in human peripheral blood^34^. Indeed, this subset exhibits an activated/memory phenotype and are capable of controlling effector T cell responses via a perforin-dependent mechanism typical of innate-like cytotoxic cells^35^, rather than secretion of immunosuppressive cytokines (e.g., IL-10 and TGF-β)^34^. Previously, we showed that PLZF was expressed at higher levels by DP T cells than by conventional T cells in the peripheral blood and liver of rhesus monkeys^36^. Although their origin cannot yet be definitively determined, it seems that this population is distinctly related to innate-like cells given the innate-associated gene signatures identified from the scRNA-seq data.

Another difference between the DP T cells from the two monkeys is that they exhibit different cellular differentiation trajectories over pseudotime. Although the number of analyzed subjects is limited, we found that a large number of single cells from the rhesus monkey were allocated to the mid-to-late pseudotime, suggesting that DP T cells were more likely to transit into multipotential cell fates. By contrast, most cell clusters in the cynomolgus monkey were allocated to an early pseudotime, implying that they have not yet progressed to effector or differentiated status and remained naïve.

Taken together, despite the limitation of the small cell population, we were able to demonstrate the heterogeneity of DP T cells using scRNA-seq and trajectory inference. Although comparative analysis of aggregated scRNA-seq datasets from different individuals has allowed us to identify the characteristics of small cell subsets, it can be difficult to view these data as representing interspecies differences. Therefore, further bulk data analysis may be necessary. However, we believe that these findings will provide useful information to advance our understanding of the relationship between circulating DP T cells and the pathological process of immune-related diseases.

## Materials and methods

### Subjects

One healthy male rhesus monkey (*Macaca mulatta*) aged 6 years was used for the study. Blood samples for single-cell RNA-seq were obtained from the femoral vein. Single-cell RNA-seq analysis was performed on a sample from the same monkey. The animal was cared for in strict accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The study was approved by the local Institutional Animal Care and Use Committee (IACUC) of Seoul National University Hospital (IACUC number:20–0004-S1A0). All experiments were performed in accordance with the relevant guidelines and regulations, and in accordance with the ARRIVE guidelines.

### Cell preparation for single-cell RNA-seq

Cell preparation for scRNA-seq was performed in the same manner as in our previous study^4^. Peripheral blood mononuclear cells (PBMCs) in heparin-anticoagulated whole blood were separated using the Ficoll density gradient method (GE Healthcare, Uppsala, Sweden). CD4^+^ T cells were sorted from fresh PBMCs using the REAlease CD4 MicroBead Kit (Miltenyi Biotec). Next, CD4^+^CD8^+^ DP T cells were sorted from MACS isolated CD4^+^ T cells using the CD8 Microbeads Kit (Miltenyi Biotec). The isolated CD4^+^CD8^+^ DP T cells were then labeled with the following Totalseq-CD4 and Totalseq-CD8 antibodies: CD4, Clone SK3, Barcode sequence: GAGGTTAGTGATGGA (BioLegend); CD8, Clone SK1, Barcode sequence: GCGCAACTTGATGAT (BioLegend). Isolated DP T cells were used for single-cell RNA seq-analysis, including library construction, sequencing, preprocessing, and advanced analysis, following the method in our previous study^4^.

### Library construction and sequencing

Libraries were prepared using the Chromium controller according to the 10 × Chromium Single-Cell V(D)J User Guide (10 × Genomics). Briefly, cell suspensions were diluted in nuclease-free water to achieve a targeted cell count of 10,000. The cell suspension was then mixed with master mix and loaded, along with Single-Cell 5′ Gel Beads and Partitioning Oil, into a Single-Cell A Chip. RNA transcripts from single cells were uniquely barcoded and reverse-transcribed within droplets. Next, cDNA molecules were pooled and enriched by PCR. For the 5′ Gene Expression Library, the cDNA pool went through an end repair process (i.e., addition of a single ‘A’ base), followed by ligation of the adapters. The products were then purified and enriched by PCR to create the 5′ Gene Expression Library. The purified libraries were quantified by qPCR according to the qPCR Quantification Protocol Guide (KAPA) and qualified using Agilent Technologies 4200 TapeStation (Agilent Technologies). Finally, the libraries were sequenced using the HiSeq platform (Illumina) according to the read length in the user guide.

### Preprocessing and analysis of single-cell RNA-Seq data

The Cell Ranger v3.1.0 (10 × Genomics) pipeline was used to generate FASTQ files from raw sequencing data for gene expression analysis of 5′ Gene Expression Library data, and for cell surface protein expression analysis of the FB library. Illumina basecall files for each sample, generated by the Illumina sequencing instrument, were converted to the FASTQ format using the ‘mkfastq’ command. Gene expression libraries were analyzed using the ‘count’ command. Sequence reads were aligned to the *Mmul_10* genome reference for *Macaca mulatta* using STAR (v2.5.1b) aligner. FB libraries were matched to the target FB reference. Next, gene and cell surface protein expression profiles for each cell were generated using information contained in the unique molecular identifier and 10 × cell barcode. Finally, cells were grouped into clusters according to gene expression.

### Advanced analysis of scRNA-Seq data

The raw count matrices of 10 × genomics were imported into Seurat 3.1.3. Raw counts for all genes expressed in >  = 3 cells, and of all cells with at least 200 detected genes, were used for downstream analysis. Since there may be a rare subset of cells with a clear outlier number of genes detected as potential multiplets, and there may be low-quality or dying cells, cells with over 4000 genes or mitochondrial counts over 20% were filtered out. After filtering, the count value of 14,459 genes across 7601 cells was normalized and scaled. Clustering and UMAP analysis were performed based on statistically significant principal components. Next, markers significant for each cluster compared with all remaining cells were identified using the minimum fraction of min.pct cells and the Wilcox rank sum test, reported only the positive ones. Gene-Enrichment and Functional Annotation analysis of the significant probe list was performed using the g:Profiler tool (https://biit.cs.ut.ee/gprofiler/). All data analysis using Seurat 3.1.3 was performed with standard settings.

### Aggregation and trajectory analysis of scRNA-seq data

As with data from the rhesus monkey, published data for cynomolgus monkeys were preprocessed in the same way as in the previous study^4^. The resulting data were aggregated with data of the rhesus monkey into a single dataset to analyze samples using the Cell Ranger ‘aggr’ command. Raw count matrices aggregated by Cell Ranger ‘aggr’ were also processed as described above; after filtering, 15,808 genes across 16,434 cells were selected for analysis in the next step. Cell pairwise anchor correspondences between different single-cell data sets were identified with 15-dimensional spaces by canonical correlation analysis. Using these anchors, two datasets were integrated and transformed into a shared space. Gene expression values for each gene were scaled and normalized across all integrated cells. Clustering and UMAP analysis were performed as mentioned above. Additionally, rhesus monkey and cynomolgus monkey data within each cluster were compared using the Wilcox rank sum test (min.pct = 0.1; logfc.threshold = 0.4054651; min.cells.group = 3; min.cells.feature = 3; positive/negative ones were filtered) to identify differentially expressed genes. Gene-Enrichment and Functional Annotation analysis of significant gene lists from the two datasets was performed using g:Profiler tool (https://biit.cs.ut.ee/gprofiler/).

Trajectory reconstruction for each data set was performed by Monocle3 0.1.2, which defines a pseudotime measurement across a root cluster group through which the dynamics of gene expression can be examined.

## Supplementary Information

Supplementary Information.

## Data Availability

All scRNA-seq data are deposited in the Gene Expression Omnibus (GEO) accession number GSE199564.

# Supplementary material for: Heterogeneity of circulating CD4+CD8+ double-positive T cells characterized by scRNA-seq analysis and trajectory inference
**Source:** Sci Rep. 2022 Aug 18;12:14111. doi: 10.1038/s41598-022-18340-3
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Heterogeneity of circulating CD4+CD8+ double-positive T cells characterized by scRNA-seq analysis and trajectory inference**

Sung Min Choi<sup>1</sup>, Hi Jung Park<sup>1</sup>, Eun A Choi<sup>1</sup>, Kyeong Cheon Jung<sup>2,3,4</sup>, and Jae Il Lee<sup>2,5,\*</sup>

# Supplementary Figure

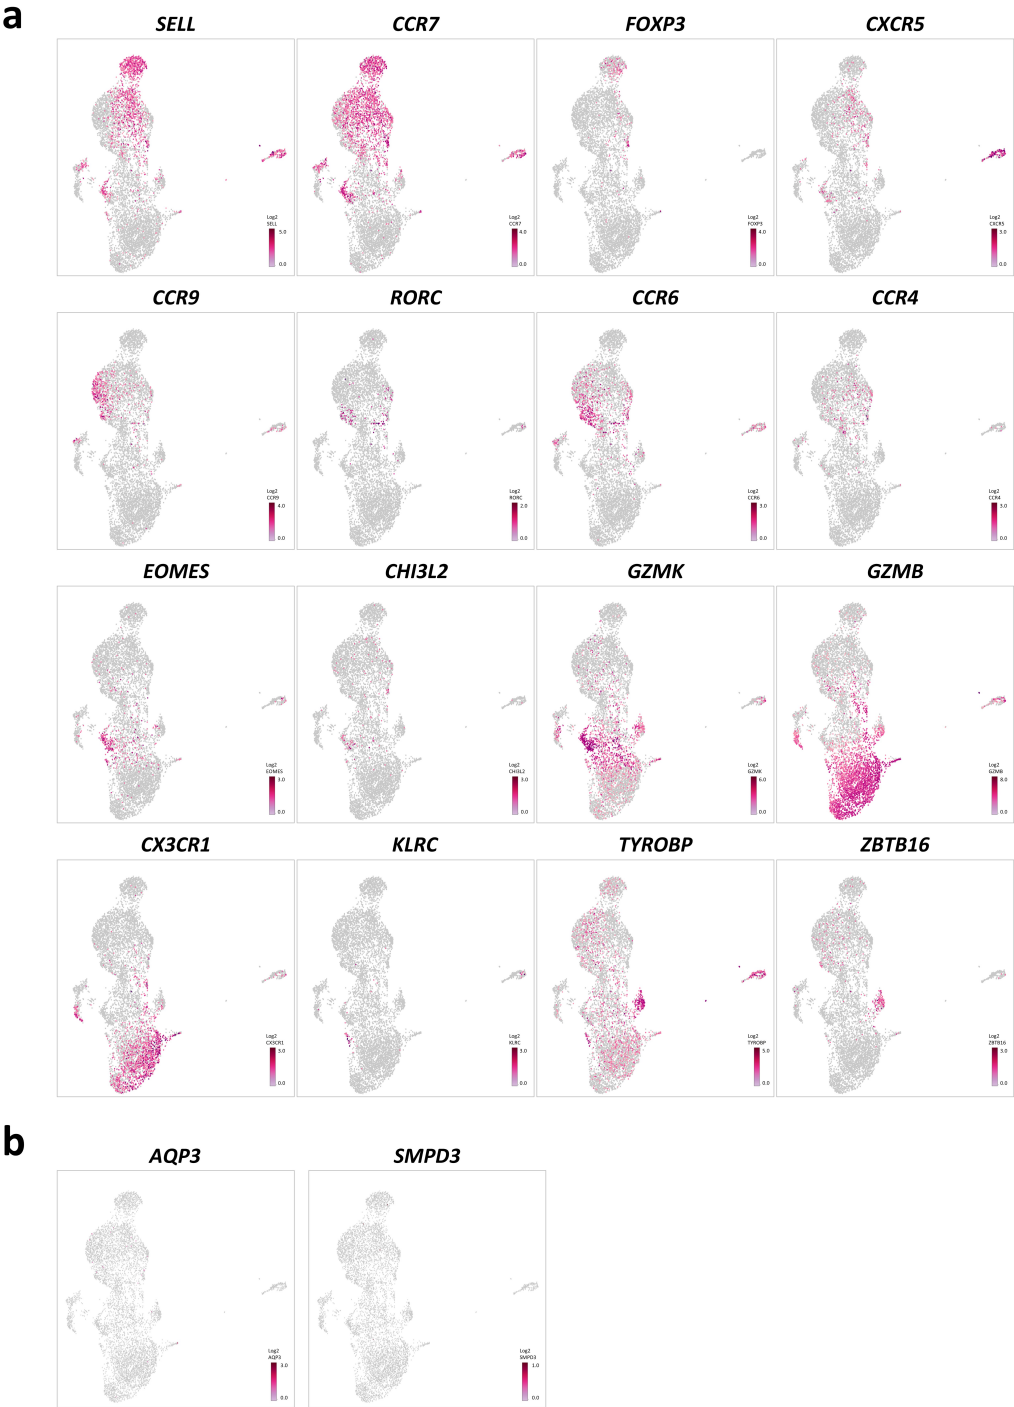

**Supplementary Figure 1.** (a) UMAP representing expression of marker genes: *SELL*, *CCR7*, *FOXP3*, *CXCR5*, *CCR9*, *RORC*, *CCR6*, *CCR4*, *EOMES*, *CHI3L2*, *GZMK*, *GZMB*, *CX3CR1*, *KLRC*, *TYROBP*, and *ZBTB16* in rhesus monkey. (b) UMAP representing expression of *AQP3* and *SMPD3* in rhesus monkey.

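Genes that mark 1 subset can be tested for detection in the same cell without any clustering. Among the 7106 cells thinned to 2000 UMIs, cells with and without a UMI of a lead gene were compared for 31 pairs of 7 lead genes and the other genes named for the same subset. The second gene was found more often with the lead gene in 28 pairs, and in 25 the intervals lay apart. *GZMK* was found in 77.2% (71.0 to 82.6) of cells with *EOMES* and in 13.9% (13.1 to 14.8) of the rest. *TYROBP* was found in 49.0% (39.1 to 59.03) of cells with *ZBTB16* and in 11.3% (10.5 to 12.0) of the rest. *PDCD1* was found less often with *CXCR5*, in 8.88% (5.05 to 14.2) against 20.8% (19.9 to 21.8), and was the only pair lower beyond the intervals. All kept cells of that depth were used, B-like cells among them. Before thinning, 371 cells had *CXCR5*, while the 10 classes held 17 of its UMIs in Tfh-like cells and 224 in the others. Many cells with *CXCR5* therefore lay outside the 10 classes, so this pair does not speak for T cells alone. Without thinning, which moved the count most, 30 pairs were higher.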

## Supplementary Figure

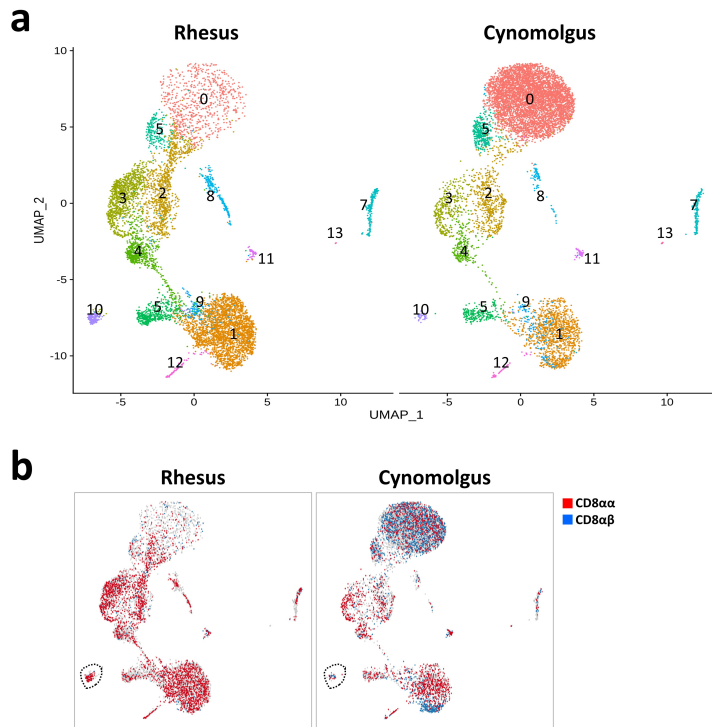

**Supplementary Figure 2.** (a) UMAP representing clusters of DP T cells from the rhesus (left) and a cynomolgus monkey (right) identified using the nearest neighbor algorithm in the Seurat analysis platform. The number in UMAP indicates the cluster number. (b) UMAP representing expression of CD8 $\alpha$  and CD8 $\beta$ . For PLZF<sup>+</sup> cluster(dotted line), cells expressing *CD8A* alone (CD8 $\alpha$ <sup>+</sup>) are dominant in rhesus monkey (left). On the other hand, the levels of cells expressing *CD8A* alone (CD8 $\alpha$ <sup>+</sup>) and cells expressing *CD8B* (CD8 $\alpha$  $\beta$ <sup>+</sup>) are similar in cynomolgus monkey (right).

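Because *CD8B* is sparse, a cell without a *CD8B* UMI may still express it. In the PLZF+ innate-like class of the rhesus monkey, 70 of 180 cells had *CD8A* UMIs alone, a share of 38.9% (31.7 to 46.4). Thinning moved it most, to 22.0% (16.2 to 28.9). There were 2 cells with both genes and none with *CD8B* alone, so cells with *CD8A* alone made up 97.2% (90.3 to 99.7) of the cells with either. In other classes this last share was 96.9% (95.4 to 98.0) for CTL-like cells and 92.2% (86.7 to 95.9) for Th17-like cells. It was 41.9% (24.5 to 60.9) for Eomes+ innate-like cells.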

## Supplementary Figure

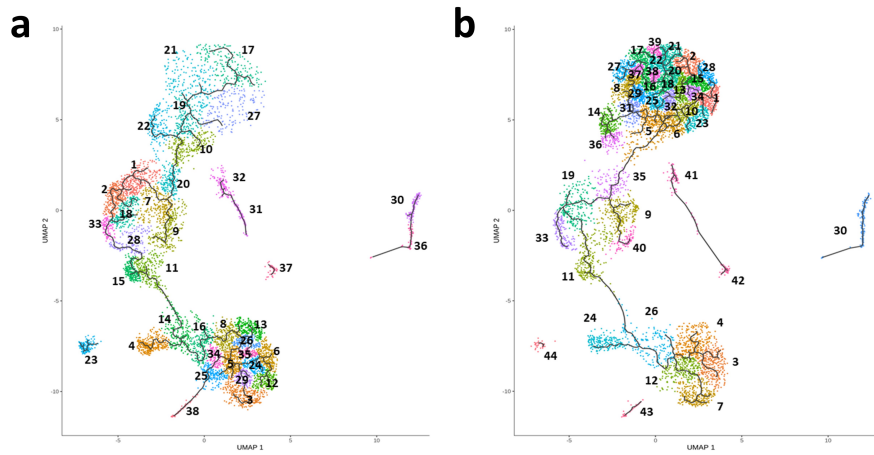

**Supplementary Figure 3.** UMAP representing clusters of (a) the Rhesus and (b) a cynomolgus DP T cells detected by Louvain's algorithm. Black lines on the UMAP represent the trajectory graph. The number in UMAP indicates the cluster number.

How the deposited data were processed for this re-analysis (not part of the article)

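The data are 1 sample, the circulating CD4+CD8+ DP T cells of 1 rhesus monkey, with an RNA library and a library of CD4 and CD8 antibody tags from the same cells. The authors made these values with Cell Ranger 3.1.0 and STAR 2.5.1b on the Mmul_10 genome, and the deposited values are raw UMI counts per gene or tag and cell barcode, without normalization. The counts are whole numbers and hold more barcodes than the paper analyzed, so the paper's filters are not applied in them. The release of the gene annotation is not given in the sources used here. Of the 35432 genes, 23817 have a symbol in the deposited data, and 24186 of the gene IDs were found in a table of gene names, which gave a symbol to 675 more. Positions of 100 of the 104 genes of interest come from the RefSeq annotation of Mmul_10, matched by symbol.

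The paper's filters were applied as stated. Genes with a UMI in at least 3 of the barcodes with 200 or more genes were kept, and barcodes with 200 to 4000 genes and at most 20% mitochondrial UMIs. The 2 features without a symbol that the deposited gene list places among the mitochondrial genes were also counted as mitochondrial. This choice was made after the number of cells it leaves had been seen, and it gives the paper's number of cells, which the named genes alone do not. The kept cells have a median of 3636 UMIs, so most shares of cells with a UMI depend on depth. Clustering used Seurat 5.3.0 in R 4.3.3, with scaling to 10000 UMIs, 2000 variable genes, 15 PCs and 20 neighbours. The resolution was 0.8 for the count of clusters and 2.0 for the cell classes. Seed 1 was set for thinning and the fine Louvain clusters, and the Seurat steps had other fixed seeds. The authors used Seurat 3.1.3. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9 and matplotlib 3.10.9.

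The deposited data hold no cell annotation, so classes were rebuilt, and a value that differs from the paper's may differ because of the rebuilt names. Marker genes of the 10 cell types and of B cells, monocytes, NK cells, platelets, red blood cells, plasmacytoid dendritic cells and cycling cells were fixed in advance, from the paper's text and Fig. 1d. The rule for names was set after the clusters had been seen. For each marker, the log2(CPM + 10) of a cluster was turned into a standard score over clusters, with an SD of at least 0.25. A name needed a mean score of at least 1 and at least 3 detected markers. Where several names passed, the one with most markers among the cluster's top 10 genes was taken, and then the highest score. A cluster whose median UMIs were below those of all cells divided by 3 needed a marker among its top genes. A cell type whose best cluster bore another name could take a subcluster of it, found at resolution 1. Other clusters stayed unnamed. *KLRC* genes could not be matched by name and were not used.

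The genes named in the text were chosen by a rule fixed in advance. They are every gene the paper names for the rhesus cells, every marker, and, for a class or comparison, the 5 genes with the largest ratio of CPM + 10 in either direction among genes with at least 50 UMIs in the higher group. Results for some of these genes are not reported here. Genes that name a class are said to do so, and genes held out of the naming carry the comparison. The held-out genes come from the paper's text and Fig. 1d, and so from these same cells. A ratio of 2 groups is given as log2 with an exact interval from the binomial split of both counts. A count of 0 is replaced by 3 counts to give a bound. With 1 sample there is no test, and intervals cover counting error only.

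Shares of cells were compared after thinning each cell to 2000 UMIs, which leaves 7106 cells and drops 495. Background was taken from a class that should lack the gene, among them 86 cells with at least 3 UMIs of B cell genes and none of CD3 genes. For *CCR6*, which B cells express, CTL-like cells were taken instead, after its values had been seen. Doublets, droplets with more than 1 cell, were scored with Scrublet at an expected 6%. Its own threshold marked 0 of 7601 cells, so it did not work here and no cell was removed in the main analysis. An alternative chosen after that leaves out the 380 cells (5%) with the highest scores. Pseudotime is scanpy's diffusion pseudotime with 15 PCs, 20 neighbours and 10 diffusion components, rooted at the naive cell with the highest naive marker score. The paper used Monocle 3 0.1.2, which was not run. Fine clusters come from Louvain on neighbours in the UMAP, with igraph.

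The alternatives tried were other filters, resolutions, numbers of PCs, neighbours and variable genes, clustering without 98 named genes, without thinning or with it, means over cells in place of summed counts, and pseudocounts of 1 and 50. Clustering without 48 T cell receptor genes, without 2348 receptor genes and genes lacking a symbol, without splitting clusters and without the highest doublet scores, pseudotime with the unnamed cells, and correlations at equal UMIs were added after the data had been seen. Computation was tested on simulated data. For PLZF+ innate-like against Th17-like cells, with 8218 genes of which 200 were changed, 96.3% of intervals held the true ratio. The true sign with an interval that excludes 0 was found for 93% of changed genes, and 3.75% of unchanged genes had an interval without 0. Naming was tested on 10 redraws of 7601 cells over 14459 genes, and 7 of the 10 classes kept their name for at least 95% of their cells in every draw. Each cell was redrawn from its subcluster and the clusters were kept, so clustering itself was not tested. In 1000 cells simulated between the naive and the CTL-like profile, Spearman's rho of true and found order was 0.97, and Louvain separated 12 simulated groups with 0 mixed clusters. The cynomolgus data, which belong to an earlier study, and all comparisons between the monkeys were left out.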

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

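Signals of 3 kinds appear in genes or cells that the paper does not report on by name. For *TRAV10*, the comparison with other cells, the search for a clone and the clusterings without receptor genes were chosen only after the result was seen, as were the test of shared reads for *HBA* and the doublet test for cells with B cell genes. The sort and the design hold 1 condition, so no biological explanation was tested for any of them.

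The T cell receptor segment *TRAV10* had a UMI in 78.9% of PLZF+ innate-like cells (142 of 180, 72.2 to 84.6) and in 1.43% of all other cells (1.17 to 1.72), with 69.5% (62.1 to 76.2) and 1.05% after thinning. None of the 86 B gene cells had one, which allows up to 3.49%. The paper does not name this gene, but it reports the Vα24 chain, under the name *TRAV24*, as very low or absent, and whether both are the same gene was not tested. *TRAV10* was named here because it is among the 5 genes with the largest fold in the class. Without the 48 named receptor genes in clustering the share was 73.1% (65.9 to 79.6) in the class and 1.62% in other cells. That clustering still used genes without a symbol, which may be receptor segments. Without these as well it was 60.5% (52.8 to 67.7) in the class and 1.90% (1.60 to 2.24) in other cells, so clusters formed on receptor genes are argued against as the whole cause. Free RNA would give all cells a like share, which the 1.05% in other cells excludes. In cells chosen without clusters, *TRAV10* was found in 38.5% (29.1 to 48.5) of thinned cells with a *ZBTB16* UMI and in 2.23% (1.90 to 2.60) of those without. A single expanded clone cannot be told apart from several clones that share the segment. Of the cells with *TRAV10* in the class, 95.8% (91.0 to 98.4) also had the unnamed feature ENSMMUG00000059234, against 9.43% of other cells with *TRAV10*, and 59.9% had *TRGV9*. The question stays open because joined receptor sequences were not analysed here. The most frequent of the 21 beta segments with a name, *TRBV7-2*, was found in 26.7% of the class. In human nomenclature *TRAV10* is the variable gene of the Vα24 chain of invariant NKT cells, so a candidate explanation is an NKT-like receptor. The match between species was not tested here. *TRAJ18* had no UMI, but no other joining segment of the alpha chain was among the features. Whether this library can count one was therefore not shown, and the absence of *TRAJ18* does not speak against that explanation.

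*HBA*, annotated as an alpha globin gene on chromosome 20 from 190724 to 191412, had a UMI in 34.0% of CTL-like cells (31.7 to 36.2, median depth 3220 UMIs) and in 0.539% of naive cells (median 4039 UMIs). After thinning the shares were 23.2% (21.3 to 25.3) and 0.273%, and B gene cells had 14.0% before and 6.33% after thinning. The level was 150.2 CPM in CTL-like and 1.49 CPM in naive cells, a log2 ratio of 6.65 (5.60 to 7.97). Free RNA of red blood cells is argued against. Among thinned cells, *HBA* was found in 21.2% (18.4 to 24.2) of those with a *CX3CR1* UMI and in 6.25% (5.66 to 6.87) of those without. *HBB*, which red blood cells also express, had no UMI in the 1755 CTL-like cells, which allows up to 0.171%. Reads of another transcript counted on *HBA* cannot be told apart from *HBA* itself, because the reads were not used here. A single barcode has 3270 *HBA* and 2649 *HBB* UMIs among 7128, so the feature does count globin RNA, whereas all other kept cells together have 1319 *HBA* and 13 *HBB* UMIs. Cycling cells had *HBA* in 64.2%, at a median of 6654 UMIs.

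There were 86 cells (1.13%, 0.906 to 1.40) with UMIs of B cell genes and none of *CD3E*, *CD3D* or *CD3G*, in a sort for T cells. The T cell in a droplet with a B cell would bring CD3 UMIs, and of the 7388 cells with fewer UMIs of B cell genes only 0.947% (0.739 to 1.196) had none. Of all 213 cells with at least 3 UMIs of B cell genes, 40.4% (33.7 to 47.3) had none, which argues against such droplets as the source of these 86 cells. These cells may therefore be B cells carried through the sort, which stays a hypothesis.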

How the results depend on the processing

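Alternatives that left out receptor or unnamed genes, high doublet scores or the splitting of clusters, that included unnamed cells in pseudotime, that set all classes to equal UMIs, or that counted named mitochondrial genes only were chosen only after the data had been seen. The doublet alternative set in advance gives no value, since Scrublet's own threshold marked 0 of 7601 cells. With 1 sample there is no test, so a result counts as moved when it leaves the 95% interval of its main value, or, for a count, when it differs by more than 1.5 times.

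Of 84 values of the main results under alternatives, 75 stayed within that range and 9 moved. Several of the 75 could hardly move. The gene filter does not use the mitochondrial limit or the upper gene limit, so 14459 genes remained when these were changed. The tally of class genes includes genes that named their class. The share of cells with *CD3E* fell from 96.2% to 91.8%, and that of PLZF+ innate-like cells with *CD8A* alone from 38.9% to 22.0%, when every cell was thinned, which lowers the UMIs per cell by construction. The share of cells after the first part of pseudotime rose from 46.5% to 92.6% with the unnamed cells included, and the cause was not tested. The other alternatives of pseudotime kept the classes, which nearly fix the share, so they say little about its stability. The fine Louvain clusters fell from 29 to 13 with 15 PCs in place of the UMAP, and the cause was not tested. The Eomes+ innate-like class moved from place 9 to place 4 in its correlation with PLZF+ innate-like cells when every class was thinned to the same UMIs, so few UMIs account for part of its low place. The share of cells outside the 10 classes, 32.7% in the main analysis, was 34.9% at resolution 1.2, 38.8% at resolution 3.0, 29.2% without the highest doublet scores and 31.2% without receptor genes in clustering, and the cause was not tested. All 10 cell types were found in the main analysis, at resolution 3.0, with 10 and 30 PCs, and without the named genes, the highest doublet scores or the receptor genes. Resolution 1.2 lacks the Th2-like class, and clusters without splitting lack the Eomes+ innate-like class.

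For the genes named for the classes, 694 log2 folds were computed under alternatives, of which 447 stayed within the interval of the main value, 245 moved in size and 2 whose main interval excludes 0 changed sign. *CD8B* in PLZF+ innate-like cells went from -2.12 to 0.41 when the highest doublet scores were left out before clustering. *CD7* in Eomes+ innate-like cells went from 1.54 to -1.64 with 10 PCs. The cause was not tested for either. Among the alternatives set in advance alone, 293 of 468 folds stayed, 174 moved and 1 changed sign. In the main analysis each class was set against the other 9. By that measure, 66 of 68 pairs of gene and class went in the direction the paper gives. Only the 36 pairs whose gene was held out of the naming can test this, and 34 of them did, since the genes of the other pairs named their class. The paper chose the held-out genes from these same cells, and they could enter the clustering. Their directions therefore repeat a result on the same data and are not independent evidence. These counts go by sign alone. *CD40LG* in PLZF+ innate-like cells counts among the 34 with a fold of -0.13 (-0.65 to 0.36), although the paper reports no expression. Beyond counting error, 32 of the 36 went in that direction and 1 in the opposite one. With the named genes left out of clustering, 29 did and 2 went in the opposite one. In the main analysis the opposite pair is *GZMB* in PLZF+ innate-like cells, with a fold of -0.96. The paper gives *GZMB*, *NCR3*, *TBX21* and *PRF1* as high there against Th17-like cells, so the groups compared are unlike. It gives *GNLY* with a figure that sets it against a cynomolgus cluster. Against Th17-like cells the log2 ratio of *GZMB* was 4.56, in the paper's direction. Shares of cells per class were the least stable, with 46 of 78 values outside the main interval. The Treg-like share ranged from 0.180% to 7.00%, the Eomes+ innate-like share from 0.305% to 4.45% and the PLZF+ innate-like share from 2.13% to 2.74%.

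For the ratios of 2 classes, 67 of 81 values stayed and 14 moved, and all kept their sign. For detection of genes in the same cell, 43 of 62 differences stayed and 19 moved. Depth limits genes with few UMIs most. *IL17A*, *PTGDR2*, *IL21* and the KIR genes rest on 11 or fewer UMIs in their class in the main analysis, so their folds have wide intervals there.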

Differences from the paper's values

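The setting without the highest doublet scores, the correlation at equal UMIs and the pseudotime with unnamed cells were chosen only after the values had been seen. The paper gives 4 numbers for the rhesus cells alone that could be computed here, and none differs by more than 1.5 times. Cells and genes after filtering are equal to the paper's, 7601 and 14459, with 2 unnamed features counted as mitochondrial, a choice made after the number of cells had been seen. With the 13 named genes alone, 7876 cells remain. The paper's 11 clusters compare with 14 here, and resolution 0.4, set before the data were examined, gives 11. Its 38 Louvain clusters compare with 29 here. The closest alternative was 15 neighbours, with 31, and 30 neighbours and 15 PCs gave 24 and 13. Classes here were rebuilt from markers and are not the paper's own sets of cells.

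The paper reports high *PDCD1* in Tfh-like cells. Here these took place 3 among the 10 classes, with 139 CPM against 16.5 CPM in CCR9+ Th-like cells. CTL-like cells had the highest level and are among the other classes of the fold. The log2 fold over the other 9 classes was 0.12 (-0.23 to 0.44). Of the alternatives set before the data were examined, resolution 1.2, 10 PCs and 30 PCs gave 0.67, 0.79 and 0.77, in the paper's direction and above that interval. Resolution 3.0 gave 0.04 and clustering without the named genes 0.39, within it, and the setting without the highest doublet scores gave -0.12. Without any clustering, *PDCD1* was found less often in thinned cells with *CXCR5*, in 8.88% (5.05 to 14.2) against 20.8% (19.9 to 21.8). B-like cells were included there, and before thinning many cells with *CXCR5* lay outside the 10 classes. That pair therefore does not decide the question for T cells.

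The paper reports both tags in all clusters and takes all cells as DP T cells. Here the median CD4 FB of Eomes+ innate-like cells, 67 UMIs, lies below the 90 UMIs of the B gene cells, and 35.0% of Eomes+ Tr1-like cells and 44.3% of naive cells exceed the 90th percentile of the B gene cells for CD8 FB. In all 10 classes together, 93.5% of cells exceed that level for CD4 FB and 51.5% for CD8 FB. The paper reports very low or absent expression of a *TRAV24*-like gene of the Vα24 chain. No feature has that name, and *TRAV10*, the Vα24 gene in human nomenclature, had a UMI in 3.26% of kept cells and in 78.9% of PLZF+ innate-like cells. Whether both are the same gene was not tested.

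The paper reports high *CD8A* in the PLZF+ cluster. The fold against the other classes was -0.19 (-0.48 to 0.08), and 0.04 without the highest doublet scores, again chosen after seeing the values. Its finding that *CD8A* is mostly detected without *CD8B* has the same direction here, with 97.2% of the cells that have either gene. The paper reports no *CD40LG* in these cells. Its level here was 47.8 CPM, near the 53.8 CPM of Th17-like cells, whereas *CCR6* is low as the paper reports. The paper reports high *GZMB* in the *ZBTB16* cluster, with a figure that sets it against a cynomolgus cluster not used here, so the groups compared are unlike. The fold was -0.96 against the other 9 rhesus classes, which include the CTL-like cells, and under no setting run was it above -0.28, but the log2 ratio to Th17-like cells was 4.56, in the paper's direction.

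The paper reports *KLRB1* and KIR genes exclusively in Eomes+ innate-like cells, but it also reports high *KLRB1* in its PLZF+ cluster. *KLRB1* was higher in PLZF+ innate-like cells, at 887 CPM against 601 CPM, which goes with the latter report. Of the UMIs, 6 of the 28 of *KIR2DL4* and 11 of the 36 of *KIR3DL12* lay in Eomes+ innate-like cells. Both KIR genes did have their highest level there.

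The paper describes both innate-like clusters as closely related. Here the Eomes+ innate-like class took place 9 of 9 in its correlation with PLZF+ innate-like cells, and place 4 at equal UMIs. The summed innate genes were highest in these 2 classes, as the paper reports, but *KLRB1* and the KIR genes among them named 1 or the other class. *TYROBP*, held out of the naming of both, was also highest there, at 1051 and 1016 CPM against 114 CPM in Eomes+ Tr1-like cells. The paper places most rhesus cells at mid-to-late pseudotime. Here 46.5% (45.1 to 47.9) of the cells in 8 classes lay after the first of 3 equal parts, with another method and without the cynomolgus cells. Alternatives that kept these classes gave 46.2% to 46.6%, which the class sizes nearly fix. With the 2202 unnamed cells included, chosen after seeing the values, it was 92.6%, in the paper's direction, and 4 of the 5 cytotoxic genes that the paper names stayed among the 20 largest changes, against 5. All 5 cytotoxic genes that it names rose over pseudotime here too, which largely restates the contrast of CTL-like with other cells, and *GZMB* had named that class.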

Other observations

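For the patterns of tags and doublets, only the tests of bead coverage and of cells without CD8 among naive cells were written down before their results. The comparisons of *CD8B*, of the naive clusters and of other classes and the tests of tag depth, NK cells, cells without CD4 and doublets were chosen only after the result was seen. The tests of receptor clustering in CTL-like cells that decide here were likewise chosen only after the result was seen. The test of few UMIs in the Eomes+ innate-like class was written down before its result, though the equal-UMI alternative was added after the first correlations. The design holds 1 condition, so no biological explanation was tested.

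Low CD8 FB was not limited to 1 class. It was most common in Eomes+ Tr1-like cells, of which 340 of 523 were at or below the 90th percentile of the B gene cells, with 43.8 CPM (32.2 to 58.2) of *CD8A* against 225 CPM (190 to 266) in the rest. The tests were run on naive cells, of which 620 of 1113 (55.7%) were at or below it. A low depth of the tags in these cells is argued against, since their median CD4 FB was 335 UMIs. Sorting beads that cover the CD8 epitope would leave *CD8A* mRNA unchanged, but it was 30.0 CPM (23.4 to 37.9) in these cells and 228 CPM (209 to 248) in the other 493. The B gene cells had 25.2 CPM (12.1 to 46.4). Among naive cells the pattern lies mostly in 1 of 2 clusters. In the cluster led by *SOX4*, 402 of 457 cells were at or below the level, with 18.3 CPM (12.0 to 26.9) of *CD8A* and as much *CD8B*, against 204 CPM (147 to 274) and 199 CPM (143 to 269) in its other 55 cells. In the cluster led by *PLK2*, 218 of 656 cells were at or below it, with 47.9 CPM (34.8 to 64.3) of *CD8A* and 9.80 CPM (4.48 to 18.6) of *CD8B*. The B gene cells had 2.52 CPM (0.0638 to 14.0) of *CD8B* and the low cells of the other classes 2.25 CPM (1.26 to 3.71). Since some *CD8B* remains, naive cells without CD8 that passed the sort cannot be told apart from cells with little CD8, or from a mixture of both. In the other 9 classes together the cells at or below the level, 1860 in number, had 69.5 CPM (63.3 to 76.1) of *CD8A*, and CTL-like cells among them 95.6 CPM (84.6 to 107.7), above the B gene cells, so the level does not separate cells with and without CD8 in every class.

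In Eomes+ innate-like cells CD4 FB was low. Their median CD8 FB of 1090 UMIs argues against a low depth of the tags, and 1484 CPM of *CD3E* argues against NK cells. *CD4* at 7.42 CPM, from 1 UMI in 37 cells, is consistent with cells without CD4 that passed the sort. The class is small, and this remains a hypothesis.

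A further 87 cells had at least 3 UMIs of B cell genes and at least 3 of CD3 genes. Their median of 9903 UMIs, against 4121.5 in B gene cells and 3618 in all remaining cells, is in line with droplets that hold a B cell and a T cell. An unnamed cluster of 223 cells had the highest median doublet score, 0.307, and a median of 7190 UMIs, which is likewise consistent with droplets that hold more than 1 cell. No cell was removed for either reason. The 2 unnamed clusters of low depth hold 303 cells, or 3.99%.

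T cell receptor segments lead several CTL-like clusters. *TRAV12-2* had a UMI in 71.3% (66.6 to 75.7) of 1 cluster of 397 cells and in 3.85% of all other cells, *TRAV19* in 38.3% of another and *TRBV7-3* in 35.0% of 1 more. Without the named receptor genes in clustering all 3 shares fell, the first to 50.3% (45.8 to 54.8). Genes without a symbol, which may be receptor segments, were then left out as well. The largest share in a CTL-like cluster was then 27.4% (24.1 to 30.9) for *TRAV12-2*, against 8.33% (6.89 to 9.96) of the other CTL-like cells. For *TRAV19* it was 27.9% (24.2 to 31.9) against 13.9% (12.1 to 15.8), and for *TRBV7-3* 17.9% (15.1 to 21.0) against 8.33%. Each cluster was picked for its largest share, which raises the contrast, and the intervals make no allowance for this. Within that limit, all 3 intervals lie apart from those of the other CTL-like cells. Clustering on receptor genes is therefore argued against as the whole cause. The share of *TRAV12-2* fell furthest without these genes. Expanded clones may underlie this, but joined receptor sequences were not analysed here.

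The low correlation of the Eomes+ innate-like class with PLZF+ innate-like cells is consistent with few UMIs in the Eomes+ innate-like class, since it rose to rank 4 of 9 with every class thinned to the same UMIs, between ranks 3 and 4 over 20 draws. Eomes+ Tr1-like cells had rank 1 in every draw.

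Genes that lead a class and are not named for it in the paper include *CXCL13* in Tfh-like cells, with a log2 fold of 6.40 (6.02 to 6.79), *IL1R1* in Th17-like cells with 5.07 (4.36 to 5.81) and *LMNA* in Th2-like cells with 4.10 (3.88 to 4.32).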
